# Opposing effects on cardiac function by calorie restriction in different‐aged mice

**DOI:** 10.1111/acel.12652

**Published:** 2017-08-11

**Authors:** Yunlu Sheng, Shan Lv, Min Huang, Yifan Lv, Jing Yu, Juan Liu, Tingting Tang, Hanmei Qi, Wenjuan Di, Guoxian Ding

**Keywords:** AMPK, autophagy, calorie restriction, cardiac aging, FOXO

## Abstract

Calorie restriction (CR) increases average and maximum lifespan and exhibits an apparent beneficial impact on age‐related diseases. Several studies have shown that CR initiated either in middle or old age could improve ischemic tolerance and rejuvenate the aging heart; however, the data are not uniform when initiated in young. The accurate time to initiate CR providing maximum benefits for cardiac remodeling and function during aging remains unclear. Thus, whether a similar degree of CR initiated in mice of different ages could exert a similar effect on myocardial protection was investigated in this study. C57BL/6 mice were subjected to a calorically restricted diet (40% less than the *ad libitum* diet) for 3 months initiated in 3, 12, and 19 months. It was found that CR significantly reversed the aging phenotypes of middle‐aged and old mice including cardiac remodeling (cardiomyocyte hypertrophy and cardiac fibrosis), inflammation, mitochondrial damage, telomere shortening, as well as senescence‐associated markers but accelerated in young mice. Furthermore, whole‐genome microarray demonstrated that the AMP‐activated protein kinase (AMPK)–Forkhead box subgroup ‘O’ (FOXO) pathway might be a major contributor to contrasting regulation by CR initiated in different ages; thus, increased autophagy was seen in middle‐aged and old mice but decreased in young mice. Together, the findings demonstrated promising myocardial protection by 40% CR should be initiated in middle or old age that may have vital implications for the practical nutritional regimen.

## Introduction

CR is defined as a 20–50% reduction in calorie intake than *ad libitum* (AL) level without malnutrition. Over the last several decades, CR has been known to prolong average and maximum lifespan in a wide variety of organisms (Finkel, 2015). In addition, hitherto, CR is the most successful intervention for delaying aging progression or the development of age‐related chronic diseases (Speakman & Mitchell, 2011). Cardiac aging is a complex pathophysiological process accompanied by a number of biological events including cardiac remodeling and dysfunction (Boengler *et al*., 2009). Although CR was found to be highly effective in lowering blood pressure, decreasing systemic inflammation, and improving cardiac diastolic parameters (Fontana *et al*., 2004; Fontana, 2008), almost all previous reports were focused on pathological states such as obesity and myocardial ischemia. Whether the anti‐aging effects of CR also extend to cardiac functions in physiological conditions is currently unknown.

Moreover, several studies showed that CR initiated either in middle or old age could improve ischemic tolerance and rejuvenate the aging heart (Peart *et al*., 2012; Yan *et al*., 2013; Dai *et al*., 2014); however, the data are not uniform when CR initiated in young age. For example, some studies have indicated that CR initiated in young could improve ischemic tolerance and impaired cardiac structure and function of subjects with metabolic disorders (Viljanen *et al*., 2009; Sung *et al*., 2011; Noyan *et al*., 2015). Contrastingly, the benefits of CR on mitochondria and cardiac function could not be observed in the young healthy heart (Hancock *et al*., 2011). Thus, the exact time when CR initiation is most beneficial for cardiac remodeling and function during aging yet remains unclear.

Additionally, the degree of CR is usually 20–50% less than AL level, which exerts a maximum beneficial impact on aging and lifespan, although some evidence suggests that CR can have harmful effects when the degree is extremely stringent. A previous study reported that a 3‐day partial (471 kcal day^−1^) and a 3‐day complete starvation (normal diet intake 2065 kcal day^−1^) induced a dose‐dependent increase in myocardial triglyceride (TG) content and a decrease in diastolic function in healthy males (Hammer *et al*., 2008). Another research published in diabetes also showed that a very low‐calorie diet (471 kcal day^−1^) for 3 days decreased left ventricular diastolic function (van der Meer *et al*., 2007).

Taken together, in the present study, we investigated whether a similar degree of CR could have a similar myocardial protection in mice during aging. The C57BL/6 mice were fed on a calorically restricted diet (40% less than the AL diet, the convinced beneficial degree of CR) for 3 months initiated at different ages (3, 12, and 19 months), and cardiac remodeling, cardiac function, and aging phenotypes were assessed.

Furthermore, CR modifies several critical pathways, such as the insulin growth factor‐1 (IGF‐1) receptor system, mammalian target of rapamycin (mTOR), and regulation of the respiratory metabolism such as AMPK and sirtuins, in the organisms (Lopez‐Otin *et al*., 2016). However, the underlying mechanisms of the cardiac effect of CR in differently aged mice have not been previously investigated. Thus, we performed whole‐genome and miRNA microarray in myocardial tissue to explore the potential mechanisms of the regulation of cardiac physiology by CR in different‐aged mice. Together, we aimed to propose an effective nutritional regimen that may be promising in cardiac protection during aging.

## Results

### Overview of aging‐ and CR‐induced effects on cardiac function

As shown in Table 1, body weight was increased both in middle‐aged (15 months‐AL) and old (22 months‐AL) mice compared to young mice (6 months‐AL). Heart weight and heart weight/tibia length were increased in old mice when compared to both young and middle‐aged mice; there was only an upward trend in middle‐aged mice when compared to young mice. All these three parameters showed a decrease after CR at three different ages. Echocardiography showed impaired cardiac systolic function with aging as evidenced by decreased ejection fraction (EF) and fractional shortening (FS) (Table 1, Fig. S1, Supporting information). Then, we investigated the effect of CR initiated in different ages on cardiac contractile function. In response to CR, EF and FS that decreased with aging were significantly improved in both middle‐aged and old mice (FS in old mice, *P = *0.06, Table 1, Fig. S1, Supporting information). Conversely, EF and FS significantly decreased after CR in young mice, suggesting that in healthy young mice, CR induced cardiac systolic dysfunction (Table 1, Fig. S1, Supporting information).

**Table 1:** General biometric and echocardiographic characteristics in AL and CR mice at 6, 15, and 22 months of age

Parameters	6 months		15 months		22 months	
	AL	CR	AL	CR	AL	CR
Body Weight (g)	26.86 ± 2.04	21.08 ± 2.12**	34.82 ± 3.22##	27.21 ± 3.24**	33.31 ± 2.82##	27.68 ± 2.63**
Heart Weight (mg)	119.91 ± 8.73	94.97 ± 15.07**	135.33 ± 12.44	117.19 ± 9.78*	157.16 ± 14.32## ^,^ &&	140.88 ± 7.18**
HW/TL (mg mm^−1^)	6.46 ± 0.44	5.18 ± 0.81**	7.19 ± 0.74	6.15 ± 0.55**	8.73 ± 0.79## ^,^ &&	7.82 ± 0.39**
LVEDD (mm)	3.46 ± 0.35	3.32 ± 0.38	3.89 ± 0.44	3.91 ± 0.29	3.56 ± 0.44	3.74 ± 0.19
LVESD (mm)	2.33 ± 0.4	2.49 ± 0.17	2.89 ± 0.4	2.65 ± 0.27	2.85 ± 0.67	2.63 ± 0.26
IVSD (mm)	1.08 ± 0.03	0.89 ± 0.07**	0.99 ± 0.11	0.96 ± 0.12	1.16 ± 0.13	0.94 ± 0.07**
IVSS (mm)	1.6 ± 0.12	1.18 ± 0.14**	1.37 ± 0.22	1.53 ± 0.16	1.50 ± 0.25	1.47 ± 0.11
PWD (mm)	0.65 ± 0.21	0.7 ± 0.11	0.72 ± 0.09	0.7 ± 0.08	0.85 ± 0.28	0.9 ± 0.1
PWS (mm)	1.01 ± 0.35	0.96 ± 0.11	0.89 ± 0.17	1.01 ± 0.2	0.97 ± 0.19	1.21 ± 0.19
EF (%)	62.53 ± 7.18	49.78 ± 7.18**	50.82 ± 4.76##	58.86 ± 3.68*	45.63 ± 8.62##	56.79 ± 6.69*
FS (%)	33.12 ± 4.91	24.63 ± 4.42**	25.66 ± 3.06##	30.68 ± 2.41*	22.44 ± 4.93##	29.29 ± 4.35
LV Mass (mg)	103.86 ± 9.4	86.48 ± 5.51	145.19 ± 21.98##	109.99 ± 10.41**	148.89 ± 19.67##	114.57 ± 13.69*
LV Mass Corrected (mg)	83.09 ± 4.82	69.18 ± 6.71	116.16 ± 17.58##	87.99 ± 8.33**	119.11 ± 15.73##	91.66 ± 10.95*
HR (beats per min)	360 ± 17	391 ± 31	458 ± 20##	432 ± 58	475 ± 22##	452 ± 30

Data are mean ± SEM (*n* = 6–10 mice/group).

HW/TL, heart weight/tibia length; LVEDD, left ventricular end‐diastolic dimension; LVESD, left ventricular end‐systolic dimension; IVSD, septum thickness in diastole; IVSS, septum thickness in systole; PWD, left ventricular posterior wall in diastole; PWS, left ventricular posterior wall in systole; EF, ejection fraction; FS, fractional shortening; HR, heart rate.

*P < 0.05 vs. age‐matched AL group, **P < 0.01 vs. age‐matched AL group. #*P* < 0.05 vs. 6 months (6 m) AL group, ##*P* < 0.01 vs. 6 months AL group. &*P* < 0.05 vs. 15 months (15 m) AL group, &&*P* < 0.01 vs. 15 months AL group.

### Effects of 3 months CR initiated in different ages on cardiomyocyte hypertrophy

Consistent with the increased heart weight, the cross‐sectional area (CSA) of cardiomyocytes increased with aging as observed by the wheat germ agglutinin (WGA) staining (Fig. 1A,B). Moreover, the mRNA levels of hypertrophic markers, atrial natriuretic factor (*ANF*), and brain natriuretic peptide (*BNP*) were greater in old mice vs. other ages, and β*‐MHC*, another hypertrophic marker, the mRNA level of which was higher in both middle‐aged and old mice vs. young mice (Fig. 1D). In response to CR, the CSA of cardiomyocytes significantly decreased in middle‐aged and old mice but increased in young mice (Fig. 1A,B). In addition, the number of cardiomyocytes were predisposed to increase as a result of CR in middle‐aged and old mice but were inclined to decrease in young mice (Fig. 1C). Furthermore, the expression of *ANF*,* BNP*, and β*‐MHC* was also downregulated by CR in old mice while it upregulated in young mice, and no significant difference was observed by CR in middle‐aged mice (Fig. 1D).

**Figure 1:**
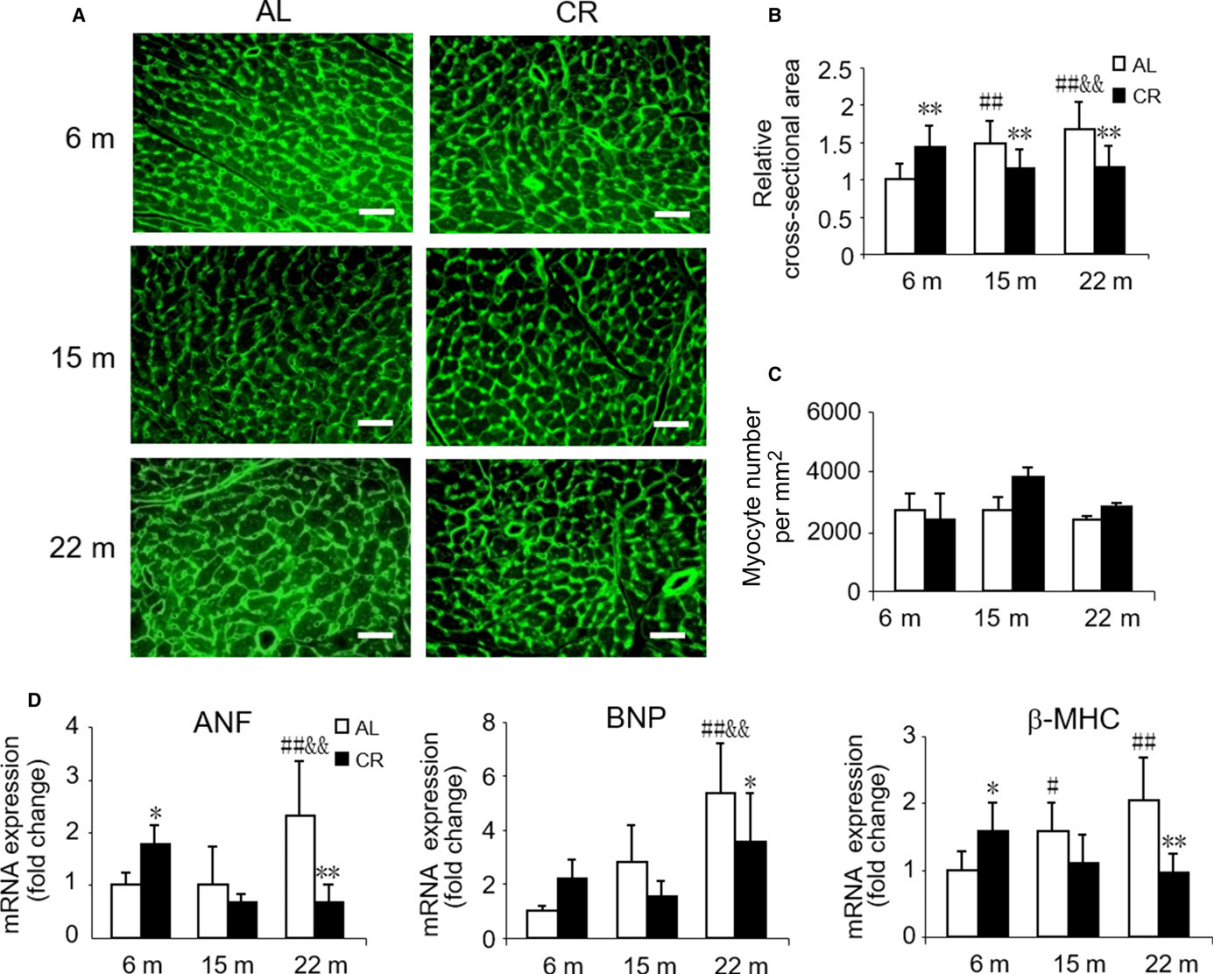
Effect of age and CR on cardiomyocyte hypertrophy. (A) Representative images using FITC‐conjugated WGA staining for cardiac tissues from AL and CR mice at 6, 15, and 22 months of age. Scale bars, 20 μm. (B) Quantitation of cardiomyocyte cross‐sectional area. Mean ± SEM,* n* = 200 cardiomyocytes for cross‐sectional area quantification. (C) Quantitation of cardiomyocyte number. Mean ± SEM,* n* = 3 whole cross sections of left ventricles per group for cardiomyocyte number quantification. (D) mRNA quantification of the hypertrophic marker genes. *P < 0.05 vs. age‐matched AL group, **P < 0.01 vs. age‐matched AL group. #*P* < 0.05 vs. 6 months AL group, ##*P* < 0.01 vs. 6 months AL group. &*P* < 0.05 vs. 15 months AL group, &&*P* < 0.01 vs. 15 months AL group.

### Effects of 3 months CR initiated in different ages on cardiac fibrosis

As cardiac aging is usually accompanied with cardiac fibrosis, we further assessed the cardiac fibrosis in these mice. As expected, Masson's trichrome staining of heart tissue sections showed that the area of fibrosis was markedly increased with aging (Fig. 2A,B). In addition, the mRNA levels of collagen type III (*Col3a1*), matrix metalloproteinase 2 (*MMP2*), matrix metalloproteinase 9 (*MMP9*), as well as the major profibrogenic cytokine, transforming growth factor‐β1 (*TGF*β*1*), were elevated in old mice (Fig. 2C–G). These data were further substantiated by Western blotting, wherein the expression levels of Col1a1 and Col3a1 were elevated in old mice, while TGFβ1 did not exhibit any statistical difference (Fig. 2H,I). In middle‐aged mice, only higher protein level of Col1a1 was observed. In response to CR, the degree of cardiac fibrosis significantly alleviated in middle‐aged and old mice, especially in old mice, but aggravated in young mice (Fig. 2A,B). Simultaneously, the expression of genes and proteins, which positively correlates with cardiac fibrosis, was also downregulated by CR in middle‐aged and in old mice while upregulated in young mice (Fig. 2C–I).

**Figure 2:**
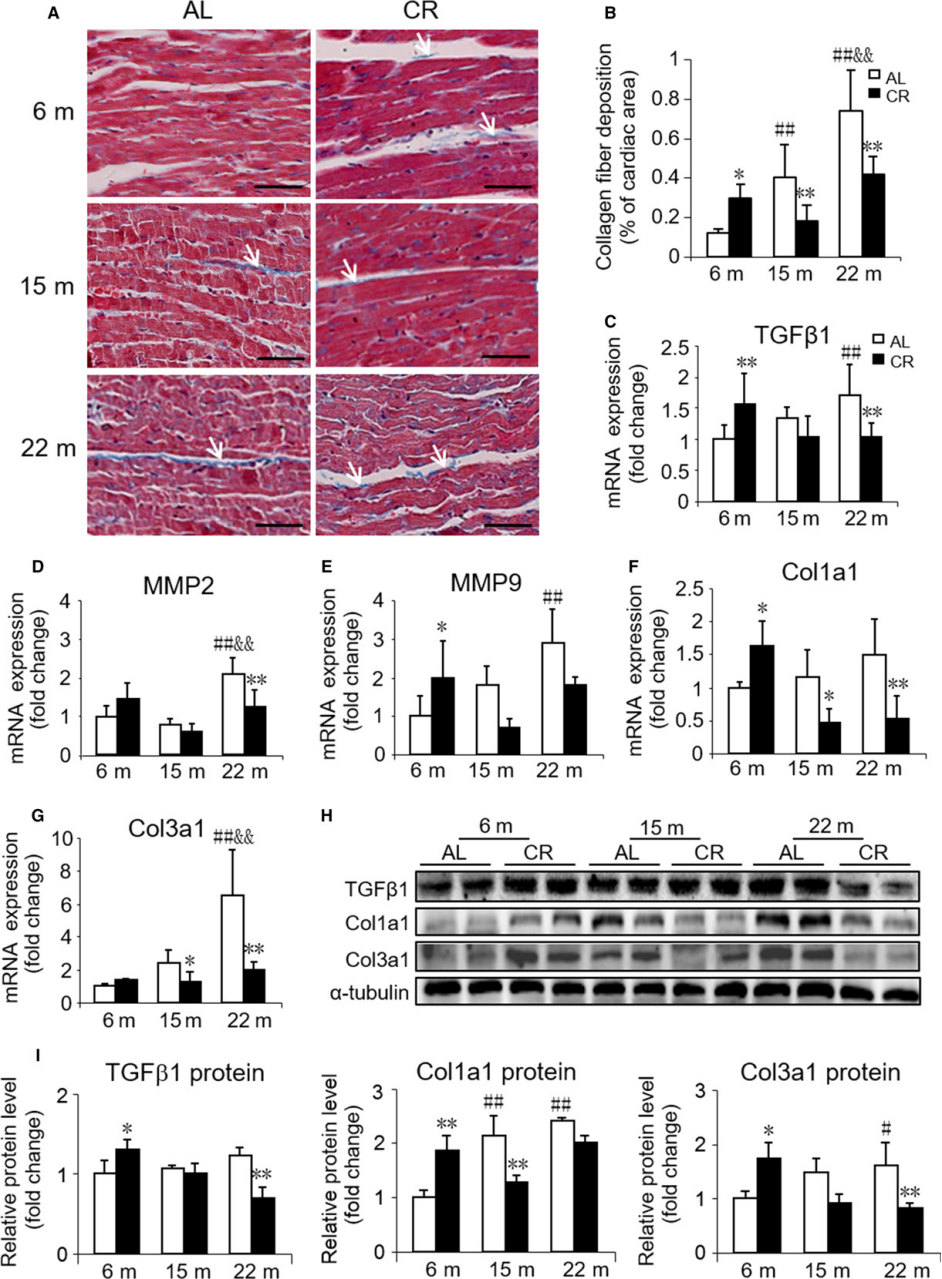
Effect of age and CR on cardiac fibrosis. (A) Representative images of Masson's trichrome staining of cardiac tissues from AL and CR mice at 6, 15, and 22 months of age (indicated by arrows). Scale bars, 50 μm. (B) Quantitation of cardiac fibrosis. (C‐G) mRNA quantification of the fibrosis marker genes. (H) Representative Western blots and (I) densitometric analysis of fibrosis markers TGFβ1, Col1a1, Col3a1, and α‐tubulin (loading control). Mean ± SEM,* n* = 10 sections for Masson's trichrome staining, *n* = 4 for Western blots. *P < 0.05 vs. age‐matched AL group, **P < 0.01 vs. age‐matched AL group. #*P* < 0.05 vs. 6 months AL group, ##*P* < 0.01 vs. 6 months AL group. &*P* < 0.05 vs. 15 months AL group, &&*P* < 0.01 vs. 15 months AL group.

### Effects of 3 months CR initiated in different ages on cardiac inflammation

As inflammation appears to play a key role in aging and inflammatory cells have been observed to be associated with cardiac fibrosis, we next examined the expression of specific macrophage marker F4/80 and inflammation genes. The expression of pro‐inflammatory cytokines such as *F4*/*80*, monocyte chemoattractant protein‐1 (*MCP1*), *IL‐1*β, and *IL‐6* was higher in old mice while *TNF‐*α was higher in middle‐aged mice as compared to young mice. A significant change in the anti‐inflammatory cytokine *IL‐10* was not observed between mice at different ages. After CR, the gene expression of *F4*/*80, MCP1*, and *IL‐1*β significantly decreased in old mice, but the gene expression of *F4*/*80*,* IL‐1*β, and *IL‐6* increased in young mice. We also observed that the expression of *TNF‐*α decreased in middle‐aged mice after CR (Fig. 3A). Although there was no significant difference in protein expression of F4/80 between different‐aged mice, CR indeed downregulated the protein level of F4/80 both in middle‐aged and old mice (Fig. 3B).

**Figure 3:**
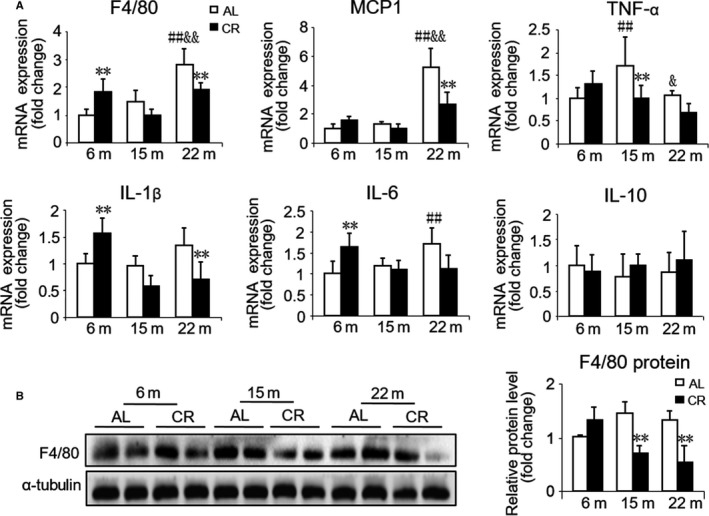
Effect of age and CR on cardiac inflammation. (A) mRNA quantification of the inflammation genes. (B) Representative Western blots (left) and densitometric analysis (right) of the specific macrophage marker F4/80 and α‐tubulin (loading control). Mean ± SEM,* n* = 4 for Western blots. *P < 0.05 vs. age‐matched AL group, **P < 0.01 vs. age‐matched AL group. #*P* < 0.05 vs. 6 months AL group, ##*P* < 0.01 vs. 6 months AL group. &*P* < 0.05 vs. 15 months AL group, &&*P* < 0.01 vs. 15 months AL group.

### 3 months CR modulates many age‐related cardiac alterations

The high‐energy cardiac muscle is composed of a large number of mitochondria and is susceptible to oxidative damage. Using electron microscopy, we found that aging induced mitochondrial damage (mitochondria with reduced numbers of cristae and matrix density; Fig. 4A, g, i, k, asterisks), and the quantitative analysis showed a significant increase in the number of damaged mitochondria in old mice vs. other ages (Fig. 4B). Lipid droplets were rare in young mice; however, an increased number of droplets could be found in middle‐aged and old mice (Fig. 4A, a, c, e, triangles). In response to CR, not only the damaged mitochondria but also lipid droplets in the hearts of old mice reduced but increased in young mice, only reduced lipid droplets was observed in middle‐aged mice (Fig. 4A–C). We did not observe any significant changes in the number of cardiac mitochondria before and after CR in all groups (Fig. 4D).

**Figure 4:**
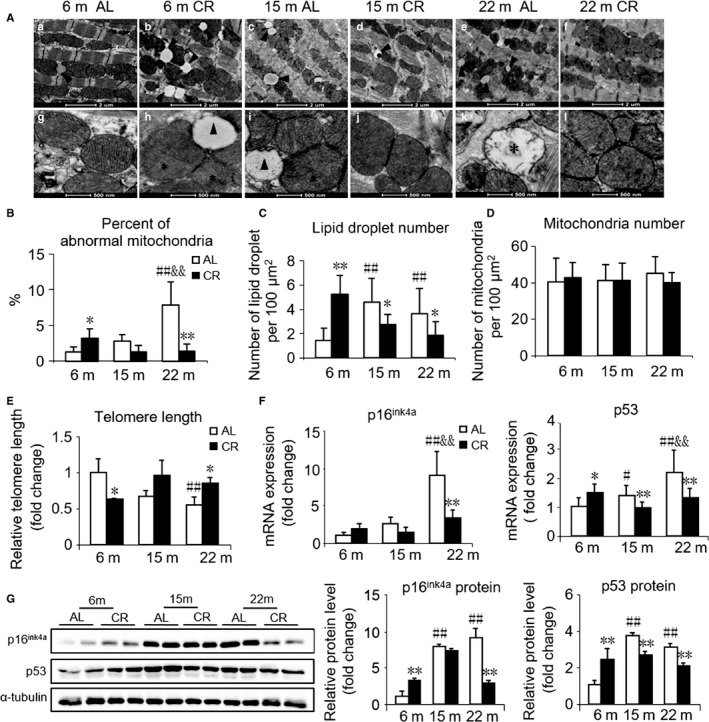
Effect of age and CR on cardiac mitochondrial structure, telomere length, and senescence markers. (A) Representative images of mitochondria in cardiac muscle from AL and CR mice at 6, 15, and 22 months of age using transmission electron microscopy. ‘*’ shows damaged mitochondria (mitochondria with reduced numbers of cristae and matrix density). ‘▲’ is labeling lipid droplets. a–f, scale bars, 2 μm. g–l, scale bars, 500 nm. (B) Quantitative morphometric analyses of cardiac mitochondrial ultrastructural abnormalities. (C) Quantification of lipid droplet number. (D) Quantification of mitochondrial number. (E) Telomere lengths of cardiac tissues from AL and CR mice at 6, 15, and 22 months of age by RT‐qPCR. (F) mRNA quantification of the senescence marker genes. (G) Representative Western blots (left) and densitometric analysis (right) of senescence markers p16^ink4a^, p53, and α‐tubulin (loading control). Mean ± SEM,* n* = 20 sections for the quantitative morphometric analysis, *n* = 10 for telomere length analysis, *n* = 4 for Western blots. *P < 0.05 vs. age‐matched AL group, **P < 0.01 vs. age‐matched AL group. #*P* < 0.05 vs. 6 months AL group, ##*P* < 0.01 vs. 6 months AL group. &*P* < 0.05 vs. 15 months AL group, &&*P* < 0.01 vs. 15 months AL group.

Telomere shortening has been conventionally considered as a vital hallmark of aging. Using real‐time quantitative PCR (RT‐qPCR), we found that telomere length in the hearts shortened with aging. In young mice, telomere length was shortened by CR, while in old mice, it was lengthened by CR. To be noted, there was also an increase in telomere length in middle‐aged mice with CR, while there was no significant statistical difference (*P* *= *0.057, Fig. 4E). In line with the previous observation, mRNA as well as protein expression of p16^ink4a^ and p53, inducers of cellular senescence, was high in middle‐aged and old mice (Fig. 4F,G). After CR, the mRNA and protein expressions of the two cell cycle regulators significantly decreased in old mice but were dramatically increased in young mice. In middle‐aged mice, the decline of p53 was significant (Fig. 4F,G).

### Different effects of 3 months CR on cardiac aging involving autophagy

Autophagy is known as a protective cellular response to nutrient deprivation. Recent studies have revealed that the induction of autophagy is a downstream mediator of various life‐prolonging interventions (Finkel, 2015); thus, we further evaluated autophagy. Light chain 3 (LC3) conversion and sequestosomes (p62) protein degradation are two widely used indirect measurements of autophagic flux. Conversion of LC3‐I to LC3‐II is an indicator of autophagosome formation, and p62 is an autophagy‐specific substrate and degraded during autophagy. Therefore, a decrease in p62 abundance is considered indicative of enhanced autophagic flux (Morselli *et al*., 2010). Using immunofluorescence staining, we found that LC3II protein expression was downregulated by CR in young mice but was upregulated in middle‐aged and old mice, and these data were further substantiated by Western blotting although the difference of LC3II did not show statistical significance in old mice. Moreover, the LC3‐II/LC3‐I ratio decreased and the level of p62 expression increased after CR in young mice, which changed inversely in middle‐aged mice without statistical difference. The LC3‐II/LC3‐I ratio increased by CR in old mice, while the change in the p62 expression was not observed. Beclin‐1 is required for the induction phase of autophagy. We observed that the protein expression of Beclin‐1 was downregulated by CR in young mice, while upregulated in middle‐aged and old mice (Fig. 5). The present results suggested that CR accelerated autophagy in middle‐aged and old mice, but suppressed autophagy in young mice.

**Figure 5:**
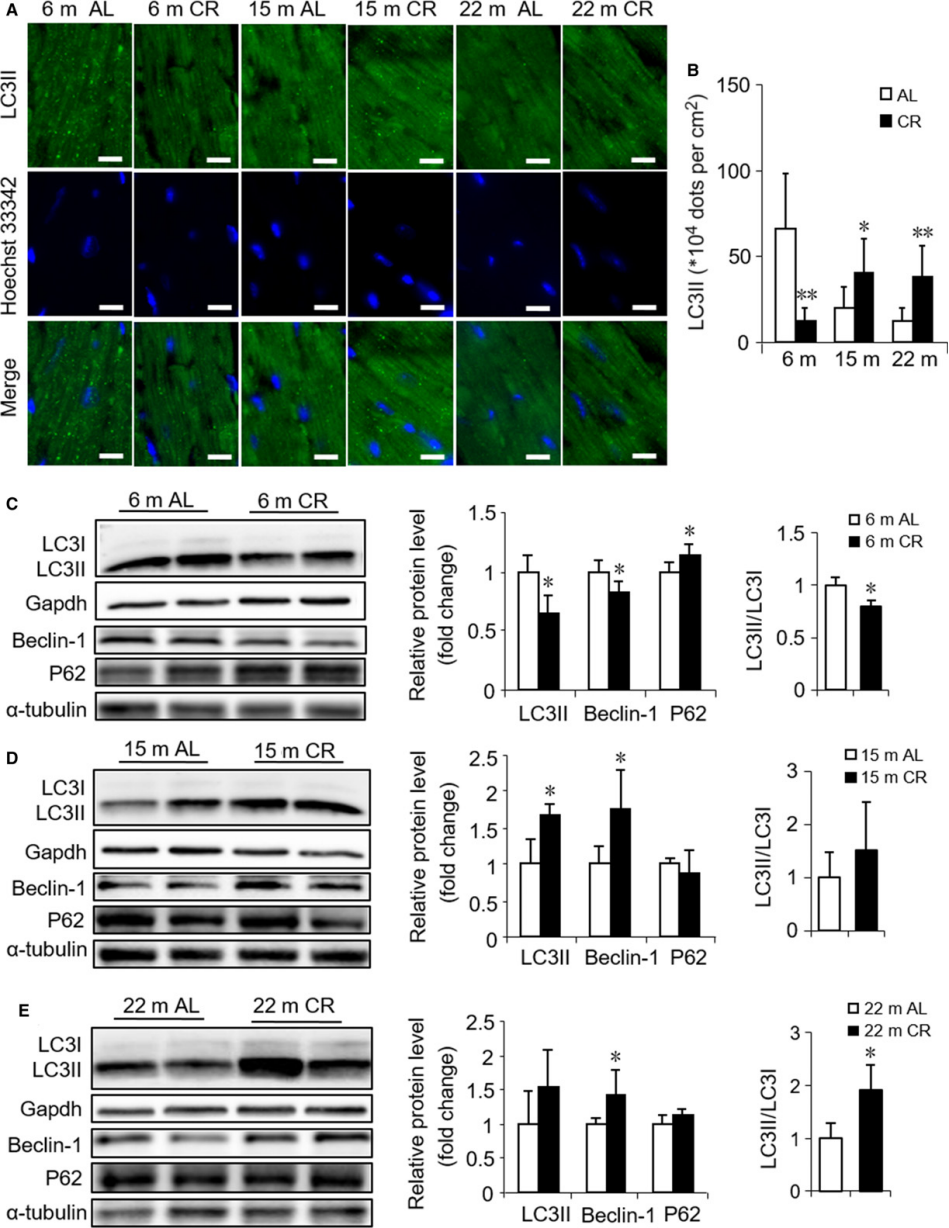
Different effects of CR initiated in different ages on cardiac autophagy. (A) Representative immunofluorescence images of LC3II protein in LV sections from AL and CR mice at 6, 15, and 22 months of age. Scale bars, 10 μm. (B) Quantitation of LC3II dots/field. (C, D, E) Representative Western blots (left) and densitometric analysis (right) of autophagy‐related markers LC3II, Beclin‐1, p62, LC3II/LC3I, and Gapdh (loading control for LC3II), α‐tubulin (loading control for Beclin‐1 and p62) in AL and CR mice at 6 months (C), 15 months (D), 22 months (E). Mean ± SEM,* n* = 4 for Western blots, *n* = 15 sections for immunofluorescence. *P < 0.05 vs. age‐matched AL group, **P < 0.01 vs. age‐matched AL group.

### Pathway analysis of 3 months CR initiated in different‐aged mice

Several pieces of evidence suggested that lifespan is controlled by a large number of genes. Previous studies have shown that aging and CR involve a complex interplay between the genome and epigenome (Vermeij *et al*., 2016). 

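The miRNA arrays measured ventricular tissue of young mice (6 months), middle-aged mice (15 months) and old mice (22 months) after 12 weeks on AL or on CR that was raised in steps to 40%. Each of the 6 groups gave 1 array, made from 1 µg of RNA of tissue pooled from 6 mice, so a difference within an age has no replicate. The number of arrays limits the precision. The arrays were miRCURY LNA arrays with the Hy3 label, and the deposited values are intensities normalized by the authors, whose normalization method is not given in the sources used here. The arrays hold 3535 features, of which 1114 are named for mouse miRNAs, 55 for viral miRNAs and 62 for spike-in RNAs, which are no part of the tissue. Of the mouse miRNAs, 586 and 644 had a value in young mice on AL and CR, 421 and 695 in middle-aged mice, and 741 and 733 in old mice. A detection floor was set for each array at the 95th percentile of its viral miRNA features with a value. It lay at 1.86 and 1.68 in young mice on AL and CR, 1.76 and 1.29 in middle-aged mice, and 0.955 and 0.960 in old mice. Viral features with a value numbered 17 and 19, 11 and 18, and 20 and 19 in the same order, so each floor rests on the highest few of them. By this floor, 115 and 121 mouse miRNAs were detected in young mice, 121 and 143 in middle-aged mice, and 189 and 192 in old mice. The values were compared within each age as the ratio of CR to AL for every mouse or viral miRNA with a value on both arrays, and a miRNA was called changed at a ratio of 1.5 or more either way, the threshold of the paper. Families and cell-type lists of miRNAs are described by their median log2 ratio and by its percentile among the medians of 10000 random lists of miRNAs matched on signal, which describes these arrays alone. Members of a family share sequence and can cross-hybridize, so they are not independent, and percentiles against lists drawn at random can be too extreme. Scaling the arrays to the spike-in features raised every log2 ratio, and so every median, by 0.50 in young, 0.52 in middle-aged and 0.47 in old mice. Dividing each array by its median raised the median of all miRNAs by 0.12 in young mice, quantile normalization shifted it by -0.18 in middle-aged and 0.12 in old mice, and cyclic loess normalization by -0.17 and 0.11. Adding the median of the viral features to every value as a background shifted it by 0.16 in young, -0.19 in middle-aged and 0.17 in old mice. The viral median was 0.195 on AL and 0.269 on CR in young, 0.216 and 0.157 in middle-aged, and 0.121 and 0.147 in old mice. Adding it draws the ratios of weak miRNAs toward the ratio of these medians. That lies above 1 in young and old mice and below 1 in middle-aged mice.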

To elucidate the possible molecular pathways underlying the observed different effects of CR on cardiac aging, we performed whole‐genome and miRNA microarray in myocardial tissue. The pathway analysis of differentially expressed genes (DEGs) demonstrated that 20, 15, and 4 signaling pathways were upregulated while 69, 24, and 18 signaling pathways were downregulated by CR in young, middle‐aged, and old mice, respectively (Table S1, Supporting information). Some of these altered pathways, such as p53, cell cycle, and TGFβ signaling pathways, were closely associated with cardiac aging. Notably, a heat map analysis of the genes involved in FOXO signaling pathway revealed significant differences between CR initiated in different‐aged mice, which was downregulated by CR initiated in young mice but upregulated in middle‐aged and old mice (Fig. 6A). As FOXO signaling pathway has been reported to be involved in the aging process and CR, we further assessed its gene expression profile changes, including FOXOs and their target genes. Remarkably, in the young mice, CR induced a significant decrease in *FOXO1* and *FOXO4* as compared to the age‐matched AL group (‐3.0‐, ‐2.05‐fold change, respectively). However, in middle‐aged mice, CR induced an increase in *FOXO1*,* FOXO3*, and *FOXO4* as compared to age‐matched AL group (1.54‐, 1.51‐, 1.63‐fold change, respectively), and in old mice, CR induced a 1.81‐fold increase in *FOXO3* (Table S2, Supporting information), which was further validated by RT‐qPCR (Fig. 6B). The activation of FOXO is known to modify several ‘longevity genes’ (i.e., autophagy, antioxidants, DNA repair, and cell death genes) (Lanvin *et al*., 2007). Importantly, we found that several transcripts downstream of FOXO inducing autophagy, such as BCL2/adenovirus E1B interacting protein 3 (*Bnip3*) and microtubule‐associated protein 1 light chain 3 beta (*Map1lC3B*, a.k.a. LC3), were downregulated (‐1.54‐,‐1.88‐fold change, respectively) by CR in young mice.

**Figure 6:**
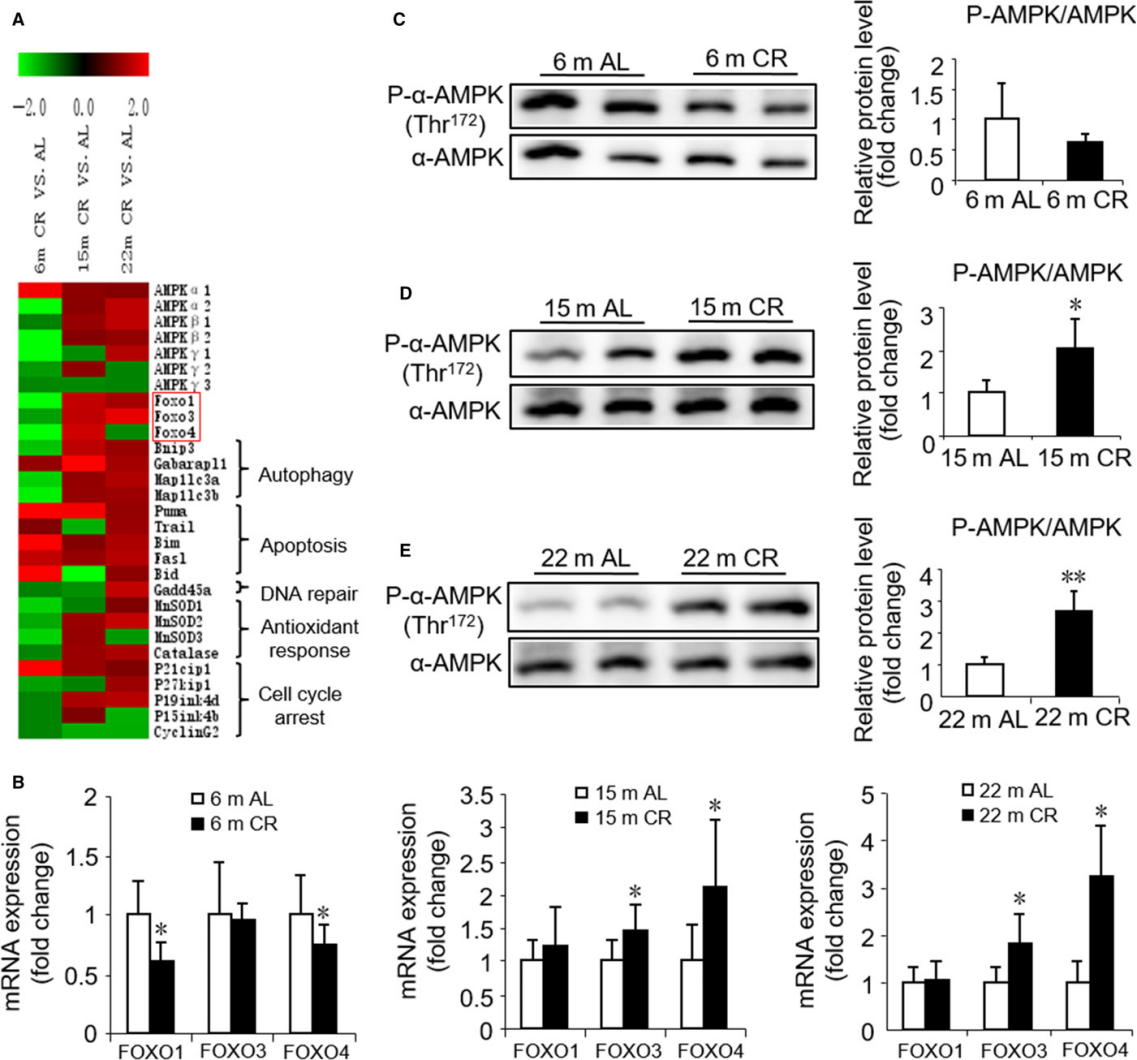
Transcriptional and post‐transcriptional modifications of the FOXO pathway in cardiac tissues upon CR initiation in different ages. (A) Heat map of expression changes of AMPK, FOXOs, and associated target genes in CR vs. AL. ‘Red’ indicates upregulation, and ‘green’ indicates downregulation. Red square represents genes tested and verified by RT‐qPCR. Significant cutoffs were set by fold change ≥ 2. (B) RT‐qPCR validation of differential mRNAs expression. (C, D, E) Representative Western blots (left) and densitometric analysis (right) of AMPK phosphorylation in AL and CR mice at 6 months (C), 15 months (D), 22 months (E). Mean ± SEM,* n* = 8 for RT‐qPCR,* n* = 4 for Western blots. *P < 0.05 vs. age‐matched AL group, **P < 0.01 vs. age‐matched AL group.

Recent studies suggested that the energy sensor AMPK could modulate FOXO transcription factor expression and subsequently regulate the expression of autophagy‐associated genes (Sanchez *et al*., 2012; Kubli & Gustafsson, 2014). We found that CR in young mice induces a significant decrease in mRNA level of *AMPK*α*2*,* AMPK*β*2*, and *AMPK*γ*1* as compared to the age‐matched AL group (‐2.12‐,‐2.41‐,‐4.17‐fold change, respectively) but not in middle‐aged and old mice (Table S2, Supporting information). We further assessed the AMPK activity and found that the level of phospho‐Thr172‐AMPKα was upregulated by CR in both middle‐aged and old mice (Fig. 6D,E); however, it was downregulated (without a significant statistical difference) in young mice (Fig. 6C). Thus, our data revealed that AMPK activation might be a major contributor to various regulations of FOXO signaling pathway by CR initiated in different ages, thereby leading to different regulation of autophagy.

In addition, we also found that 85, 161, and 58 miRNAs were upregulated while 82, 77, and 36 miRNAs were downregulated by CR in young, middle‐aged, and old mice, respectively (Table S3, Supporting information). Among these altered miRNAs, seven were upregulated and 62 downregulated in young mice, but changed inversely or remained unchanged in middle‐aged and old mice after CR; 16 miRNAs changed similarly (12 miRNAs were upregulated and four downregulated) both in middle‐aged and old mice after CR (Table S4, Supporting information, Fig. S2A, Supporting information). 

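MiR-451a, a miRNA of the red blood cell lineage, fell in young mice from a signal of 10.7 on AL to 5.06 on CR, 2.12-fold lower, a call that ended after spike-in scaling. It was also 1.79-fold lower on CR in middle-aged mice and 1.68-fold lower in old mice, calls that ended after quantile, cyclic loess or spike-in scaling. MiR-208a-3p, which is encoded within the gene of the cardiac myosin heavy chain alpha, fell from 19.4 to 10.4 in young mice, a call that ended after cyclic loess or spike-in scaling. It stayed within 1.5-fold at the other ages, apart from a middle-aged rise after quantile, cyclic loess or spike-in scaling. In middle-aged mice the largest rises among detected miRNAs were those of miR-24-3p, from 4.99 to 15.1, and of miR-499-5p, a miRNA encoded within a myosin gene, 2.84-fold higher on CR. In young mice miR-499-5p was 1.69-fold lower on CR, a call that ended after cyclic loess or spike-in scaling. The largest falls in middle-aged mice were those of miR-142a-3p, a miRNA of blood cells, from 19.7 to 5.22, and of miR-346-3p, 3.62-fold lower. In old mice the falls included those of the muscle miRNAs miR-133b-3p, 1.77-fold lower, and miR-133a-3p, 1.73-fold lower, calls that ended after quantile, cyclic loess or spike-in scaling. The rises of detected miRNAs in old mice were those of miR-138-2-3p and of miR-463-3p, the latter 1.56-fold higher. In young mice 113 miRNAs were higher and 92 lower on CR among 600 compared. In middle-aged mice 162 were higher and 78 lower among 431, and in old mice 92 and 72 among 732. The calls in young mice were 55.1% rises, or 72.2% after division by the array median. Over the 425 miRNAs on all 6 arrays they were 22.7% rises before, and 42.1% after, quantile or cyclic loess normalization. These normalizations were fitted on the 1116 features of any kind with a value on all 6 arrays. The share was 72.3% with the viral median added and 96.7% after scaling to the spike-in features. In middle-aged mice 67.5% were rises, against 55.6% after quantile normalization, 54.3% after cyclic loess, 52.8% with the viral median added and 86.4% with the spike-in features. In old mice 56.1% were rises, against 68.4% with the viral median added and 91.0% with the spike-in features. With the floor on at least 1 array the share of rises was 8.57% in young, 34.3% in middle-aged and 36.8% in old mice, and with the floor on both arrays 0 of 24 calls, 26.1% and 15.4%. Of the muscle miRNAs, 9 of 12 fell and 1 rose in young mice, with a median log2 ratio of -0.72 that stayed below 0 under every scaling and lay below the medians of all 10000 random lists. In middle-aged mice 6 of 12 rose and 1 fell, with a median of 0.57 (percentile 99.1) that stayed above 0 under every scaling, although it was 0.17 over the 9 members above the floor on at least 1 array and -0.36 over the 7 on both. The young medians of the muscle, red blood cell and endothelial miRNAs shrank by over 1.5 times after cyclic loess, as did that of muscle with the viral median added, and the old red blood cell median after quantile or cyclic loess normalization or with the viral median added. After spike-in scaling these young medians were -0.22, -0.58 and -0.19 in the same order, and the old red blood cell median -0.30. In old mice 2 of 15 muscle miRNAs fell and none rose, and their median of -0.24 (percentile 27.1) turned positive after quantile, cyclic loess and spike-in scaling. Of the red blood cell miRNAs, 2 of 3 fell in young mice (median -1.08, percentile 0.18) and 5 of 6 in old mice (median -0.77, below all random lists), both below 0 under every scaling. In middle-aged mice 1 of 3 fell, and the median of -0.36 (percentile 37.9) turned positive under spike-in scaling. Both endothelial miRNAs compared, miR-126a-3p and miR-126a-5p, fell in young mice (median -0.69, percentile 8.23, below 0 under every scaling), calls that ended after quantile, cyclic loess or spike-in scaling. Neither was called in middle-aged mice, where their median of -0.10 (percentile 64.9) turned positive after quantile, cyclic loess and spike-in scaling, with a call of miR-126a-3p as a rise after the first 2 of these. In old mice 1 fell, a call that ended under every scaling, and the median of -0.43 (percentile 18.4) turned positive after cyclic loess and spike-in scaling. Of the miRNAs of liver, neurons, epithelia and endocrine cells, 4 of 11 rose and 1 fell in young mice, with a median of 0.42 (percentile 68.7) that turned negative over the miRNAs on all 6 arrays, and so also after quantile and cyclic loess normalization. In middle-aged mice 1 of 2 rose (median 1.45, percentile 88.8, above 0 under every scaling), and in old mice 2 of 12 rose and 1 fell (median 0.086, percentile 63.7, negative after quantile normalization). No miRNA of this list was above the floor on any of these arrays, and its middle-aged median shrank by over 1.5 times after quantile or cyclic loess normalization or with the viral median added. Below the floor on both arrays were 110 of the 113 rises and 60 of the 92 falls in young mice, 139 of the 162 and 34 of the 78 in middle-aged mice, and 85 of the 92 and 60 of the 72 in old mice. The spike-in features, taken at all signals, also spread more widely in the middle-aged pair. The SD of their log2 ratios was 0.662, against 0.226 in the young and 0.287 in the old pair. By the correlations across these features the middle-aged AL array lies with the young arrays and the middle-aged CR array with the old arrays. No middle-aged ratio can therefore tell CR from that split. Over the 425 miRNAs on all 6 arrays the split is less sharp. There the middle-aged AL array correlated at 0.857 with middle-aged CR, 0.835 with young AL and 0.755 with young CR. With old AL and old CR it correlated at 0.816 and 0.802. MiR-346-3p had signals of 6.31, 6.64 and 7.93 on young AL, young CR and middle-aged AL. On middle-aged CR, old AL and old CR they were 2.19, 2.10 and 1.85. The muscle median was 0.91 in old over young AL mice.

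**Figure D1:**
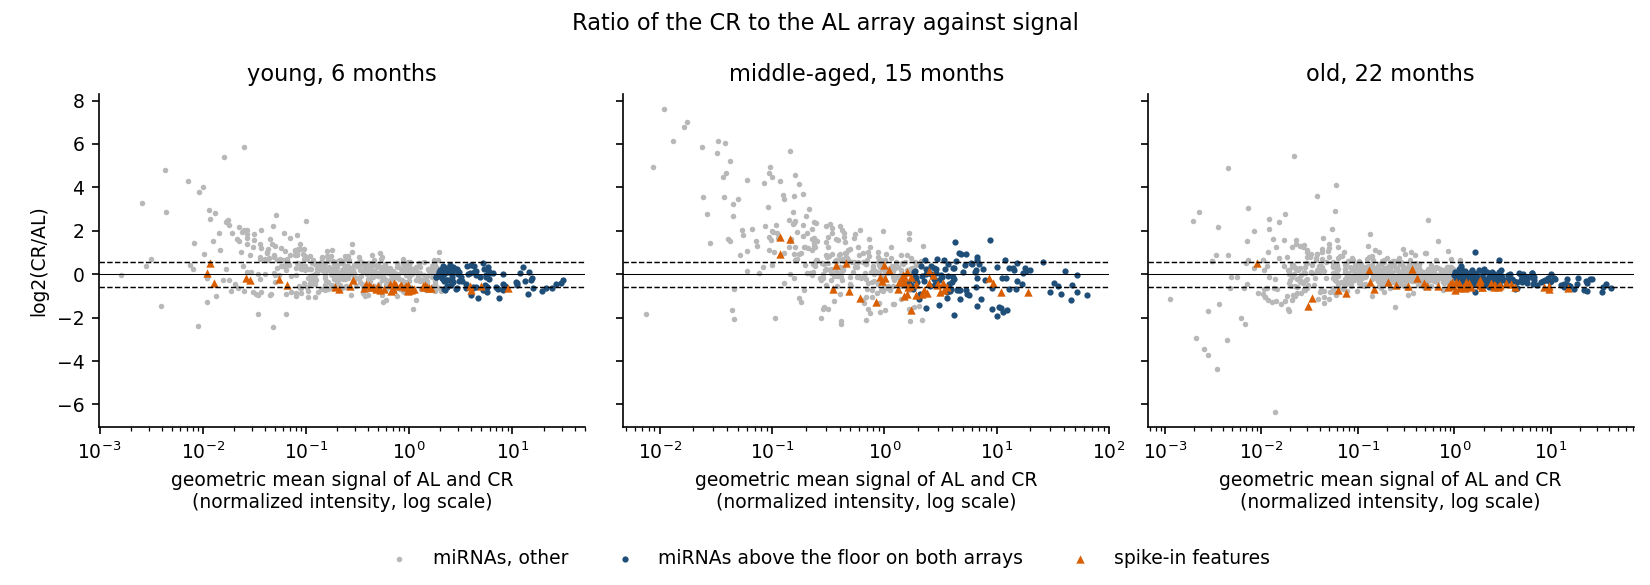
The log2 ratio of CR to AL (vertical axis) of every miRNA is plotted against its geometric mean normalized intensity (horizontal log axis) in young, middle-aged and old mice, with miRNAs above the floor on both arrays in blue, other miRNAs in grey, spike-in features as orange triangles and dashed lines at 1.5-fold. No blue point lies above the upper line in young mice, where 24 lie below the lower line.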

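MiR-133a-5p, from the muscle miRNA gene of miR-133a, was 1.67-fold lower on CR in young mice, a call that ended after cyclic loess or spike-in scaling, and was called at neither other age, apart from a middle-aged rise after quantile, cyclic loess or spike-in scaling. MiR-1a-1-5p, from a gene of the muscle miRNA miR-1, was 1.99-fold lower in young mice and 1.93-fold higher in middle-aged mice. The young call ended after spike-in scaling or with the viral median added. Let-7b-5p was 1.71-fold lower in young and 1.91-fold higher in middle-aged mice, and miR-15a-5p, a repressor of the cell cycle, 1.63-fold lower and 1.58-fold higher. Both young calls ended after cyclic loess or spike-in scaling, and that of miR-15a-5p with the viral median added. MiR-497a-5p, of the same family, was 1.97-fold lower in young and 17.9-fold higher in middle-aged mice, at signals between 0.0318 and 0.743 that lay below the floor. Its young call ended after quantile or spike-in scaling, and with the viral median added its young log2 ratio was 0.22, within 1.5-fold. Its middle-aged fold shrank by over 1.5 times, but was still called, after quantile or cyclic loess normalization or with the viral median added. In all, 69 miRNAs fell in young mice and fell at neither other age, with median log2 ratios of -0.71 in young, 0.66 in middle-aged and -0.17 in old mice. Of these, 39 rose in middle-aged and 5 in old mice, 30 and 64 stayed within 1.5-fold, and 16 were above the floor on both young arrays. The set was drawn up as not falling at the other ages, where the medians of all 425 miRNAs on all 6 arrays were 0.29 (middle-aged) and -0.16 (old). Lists of miRNAs down in young and up in middle-aged mice that were drawn independently would share 31.5. Of the 69, 40 were still called in young mice after quantile normalization, 38 after division by the array median, 36 after cyclic loess, 12 with the viral median added and 5 after scaling to the spike-in features. Drawn up anew under each alternative, the set held 41 miRNAs after division by the array median, 35 after cyclic loess, 13 with the viral median added and 7 after spike-in scaling. With the floor on at least 1 or on both arrays it held 24 and 16. The set held 7 of 12 muscle miRNAs on all arrays (1.95 by an even share), 5 of 7 of the miR-23/24/27 clusters (1.14), 4 of 5 of the miR-15 family (0.812) and 3 of 4 of the miR-378 family (0.649). In young mice 5 of 7 miRNAs of the miR-23/24/27 clusters fell (median log2 -0.60, percentile 1.38), as did 4 of 5 of the miR-15 family (-0.68, percentile 1.11) and all 4 of the miR-378 family (-0.71, percentile 1.32), with every median below 0 under every scaling. The falls also took in 5 of 9 let-7 miRNAs (-0.65, percentile 0.105), 2 of 5 of the miR-30 family (-0.58, percentile 18.8) and 5 of 15 fibrosis miRNAs (-0.54, percentile 0.435), with medians below 0 under every scaling, although that of let-7 was -0.33 over the 3 members above the floor on at least 1 array, and let-7e-5p, the single one above it on both, had a log2 ratio of 0.37. The young medians of the fibrosis, miR-30 and miR-378 lists shrank by over 1.5 times after cyclic loess, and those of let-7 and the miR-15 family with the viral median added. Spike-in scaling brought the young medians of all these lists closer to 0. They were then -0.10 for the miR-23/24/27 clusters, -0.18 for the miR-15 and -0.21 for the miR-378 family. Those of let-7, the miR-30 family and the fibrosis miRNAs were -0.15, -0.081 and -0.037. No miRNA of these lists rose in young mice. Of the miR-17-92 cluster and its paralogs, 4 of 11 fell and none rose, with a median of -0.54 (percentile 0.23) that turned positive with the viral median added, and with no member above the floor on either array. In middle-aged mice 5 of 7 of the miR-23/24/27 clusters rose (0.67, percentile 99.7) and 4 of 5 of the miR-15 family (1.31, percentile 98.7), with no fall and both medians above 0 under every scaling. The middle-aged median of the miR-15 family was 0.66 over the 3 members above the floor on at least 1 array and 0.44 over the 2 on both. On AL both lists also rose in old over young mice, with medians of 1.67 and 2.32. On the spike-in features the middle-aged AL array lies with the young arrays and the middle-aged CR array with the old arrays, so the middle-aged rises on CR run with that split of the arrays. Both lists also rose in middle-aged over young AL mice, on the same side of it, with medians of 0.82 and 1.33. After spike-in scaling these were -0.34 and 0.18. On CR in middle-aged mice 2 of 9 of the let-7 family rose and 2 fell (0.29, percentile 92.5), and of the fibrosis miRNAs 4 of 15 rose and 2 fell (0.37, percentile 98.3), both medians above 0 under every scaling. Of the miR-30 family 1 of 5 fell (0.13, percentile 75.9, above 0 under every scaling). At this age 6 of 11 of the miR-17-92 list rose and 1 fell (0.61, percentile 88.9, negative after cyclic loess). Of the miR-378 family 1 of 4 fell (-0.39, percentile 35.2, positive after cyclic loess and spike-in scaling). The split of the arrays bears on these lists too. In old over young AL mice the medians of the let-7, fibrosis and miR-17-92 lists were 1.14, 1.25 and 2.14. In middle-aged over young AL mice, on the same side of the split, they were 1.35, 1.26 and 1.60. In old mice the medians of the miR-23/24/27 clusters (-0.17, percentile 80.4) and the miR-15 family (-0.21, percentile 53.4) turned positive after quantile and spike-in scaling. Those of the miR-378 family (-0.33, percentile 27.9) and the fibrosis miRNAs (-0.13, percentile 83.6) turned positive after quantile, cyclic loess and spike-in scaling. The medians of the let-7 family (-0.25, percentile 52.1), the miR-30 family (-0.45, percentile 6.72) and the miR-17-92 list (-0.24, percentile 6.93) turned positive only after spike-in scaling, apart from a value of 0 for the miR-30 family after quantile normalization. The old median of the miR-17-92 list was -0.082 over its 3 members above the floor. The calls of these lists in old mice were the falls of 2 of 9 let-7 miRNAs and the rise of 1 of 5 in the miR-15 family. There was none among 7, 5, 4, 11 and 18 miRNAs of the miR-23/24/27, miR-30, miR-378, miR-17-92 and fibrosis lists. Among the 425 miRNAs with a value on all 6 arrays, 9 were up in young mice and at neither other age, none above the floor on both young arrays, of which 5 fell in middle-aged and 2 in old mice. This count was 30 after quantile normalization, 25 after cyclic loess, 18 after division by the array median, 16 with the viral median added and 45 after spike-in scaling, and 0 with either floor. Without the middle-aged arrays, and so without the need of a value on them, it was 92. Up in both middle-aged and old mice but not in young mice were 12 miRNAs, of which 1 was above the floor on all 4 arrays. They numbered 7 with the viral median added, 41 after spike-in scaling, and 1 and 0 with the floor on at least 1 or on both arrays. They included 3 of 13 miRNAs of the X-linked testis cluster (0.367 by an even share), among them miR-743a-3p at 1.97-fold and 2.07-fold. MiR-291b-3p, of an embryonic stem cell cluster, rose 2.41-fold and 1.98-fold, and its middle-aged call ended after cyclic loess. MiR-127-3p, miR-679-5p and miR-5112, chosen after their values were seen, also rose at both ages. Their middle-aged log2 ratios turned below 0 after cyclic loess for miR-127-3p, after quantile normalization for miR-679-5p and, past 1.5-fold, after both for miR-5112. Their middle-aged calls also ended with the viral median added, and their old calls after cyclic loess or with the viral median added. Down at both ages were 4 miRNAs, miR-877-5p, miR-425-3p, miR-705 and miR-30b-3p, named after their values were seen, none of them above the floor on all 4 arrays. Their number was 12 after quantile normalization, 9 after cyclic loess, 2 with the viral median added, 2 after spike-in scaling and 0 with either floor. MiR-877-5p was 4.40-fold lower in middle-aged, 2.89-fold lower in old and 1.73-fold higher in young mice. Its middle-aged fold grew by over 1.5 times after cyclic loess, and its old fold shrank as much with the viral median added, both still called. The old calls of miR-425-3p and miR-30b-3p ended after spike-in scaling, and those of miR-705 and miR-30b-3p with the viral median added.

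**Figure D2:**
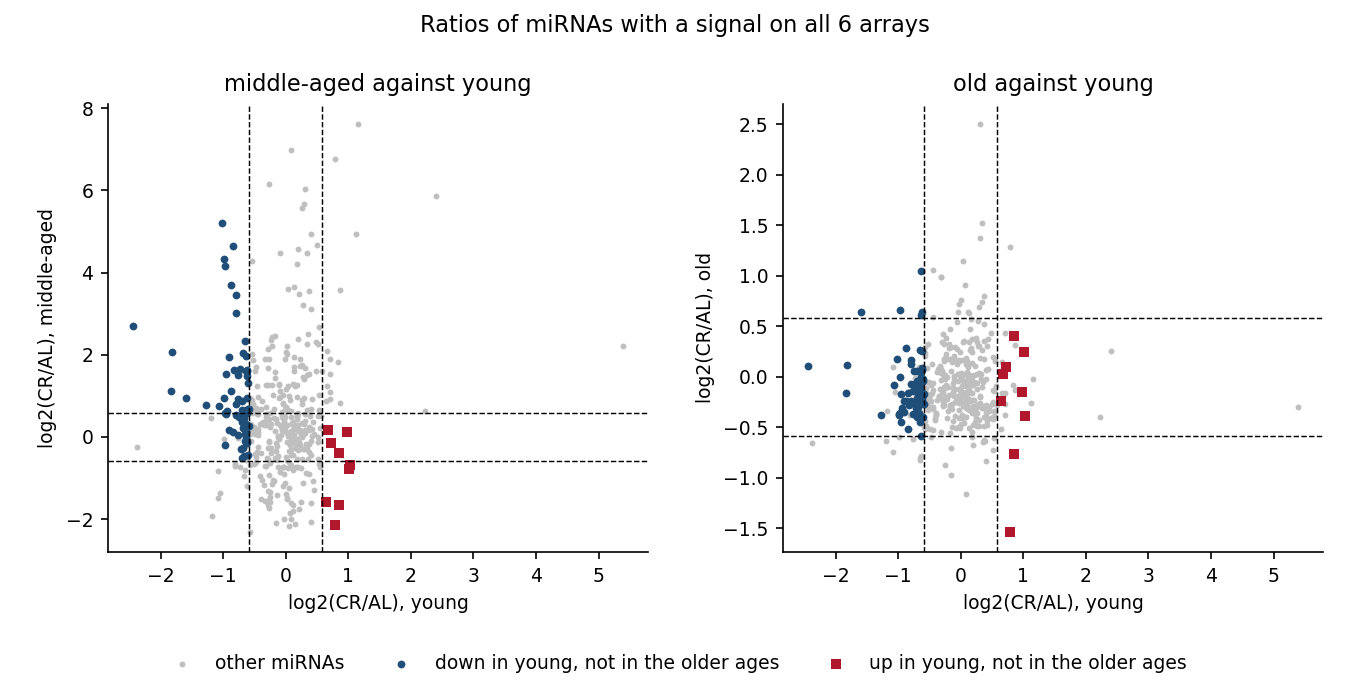
The log2 ratio of CR to AL in middle-aged mice (left) and in old mice (right), on the vertical axes, is plotted against that in young mice on the horizontal axes, with the 69 miRNAs down in young mice alone in blue and the 9 up in young mice alone in red. The blue points lie mostly above 0 in middle-aged mice and within 1.5-fold in old mice, ages at which they were selected as not falling.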

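MiR-2137 had array signals of 0.372 on AL and 0.732 on CR in young mice, 1.97-fold higher, and stayed within 1.5-fold in middle-aged mice (0.507 and 0.547) and in old mice (0.385 and 0.347), apart from a middle-aged log2 ratio of 0.63 after spike-in scaling. MiR-1892 was 1.80-fold higher on CR in young mice (0.188 and 0.338), within 1.5-fold in middle-aged mice and 1.70-fold lower in old mice, where the fall ended after spike-in scaling or with the viral median added. Its middle-aged log2 ratio of -0.40 became a fall past 1.5-fold after quantile normalization (-2.19) and cyclic loess (-2.18). MiR-146a-5p and miR-146b-5p, which repress signalling in innate immunity, were 5.46-fold and 3.54-fold lower in young mice and 6.51-fold and 4.22-fold higher in middle-aged mice. Both stayed within 1.5-fold in old mice, where miR-146a-5p went from 0.442 to 0.474 and miR-146b-5p from 0.430 to 0.465. MiR-19a-3p, of the miR-17-92 cluster, was 2.09-fold lower in young mice, 1.68-fold higher in middle-aged mice and within 1.5-fold in old mice, from 1.10 to 1.04. With the viral median added, the log2 ratios of miR-146a-5p, miR-146b-5p and miR-19a-3p in young mice were -0.086, -0.059 and -0.074, so that none was called. In middle-aged mice the log2 ratios of miR-146a-5p and miR-146b-5p, 2.70 and 2.08, were 1.44 and 0.97 after quantile normalization, 1.13 and 0.64 after cyclic loess and 1.18 and 0.94 with the viral median added. Quantile normalization also brought their young log2 ratios from -2.45 and -1.82 to -1.86 and -1.23. The young call of miR-19a-3p also ended after spike-in scaling, and its middle-aged call with the viral median added or after cyclic loess. MiR-34b-5p and miR-34c-5p, which share a primary transcript induced by p53, rose in middle-aged mice from 0.00469 to 0.309 and from 0.086 to 0.413. In old mice they rose 5.66-fold, from 0.225 to 1.28, and 2.87-fold, from 0.400 to 1.15. In young mice their log2 ratios were 0.31 and 0.33, or 0.81 and 0.83 after spike-in scaling. The middle-aged rise of miR-34b-5p, 65.9-fold, rests on a signal of 6 steps of the array's scale on AL. The middle-aged log2 ratios of miR-34b-5p and miR-34c-5p, 6.04 and 2.26, were 1.08 and 0.92 with the viral median added, 3.49 and 0.97 after quantile normalization and 4.54 and 1.51 after cyclic loess. Of the miR-34 family, none of 5 miRNAs was called in young mice (median log2 -0.36, percentile 7.01, positive after spike-in scaling or with the viral median added). In middle-aged mice 3 of 5 rose (median 2.26, percentile 94.9) and in old mice 3 of 7 (median 0.083, percentile 85.3), with both medians above 0 under every scaling. The middle-aged median is the ratio of miR-34c-5p and moves with it, and was 0.10 over the 2 members above the floor on at least 1 array, while the old median grew by over 1.5 times at 60 steps. No member was above the floor in young mice. Above the floor on both arrays were miR-34b-3p alone in middle-aged mice, with a log2 ratio of -0.098, and 3 members in old mice, with a median of -0.19. MiR-201-5p, of the X-linked testis cluster, was 22.3-fold higher in middle-aged and 1.67-fold higher in old mice, calls that ended with the viral median added, at log2 ratios of 0.57 and 0.58. Its middle-aged log2 ratio of 4.48 was 1.94 after quantile normalization and 2.54 after cyclic loess. MiR-138-2-3p was 3.04-fold higher in middle-aged mice and 2.06-fold higher in old mice, from 1.15 to 2.37. In young mice it was 1.56-fold lower, a call that ended after cyclic loess, array median or spike-in scaling or with the viral median added. Of the 9 miRNAs, miR-138-2-3p and miR-19a-3p were above the floor on both arrays of old mice, and none was on both arrays of another pair.

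**Figure D3:**
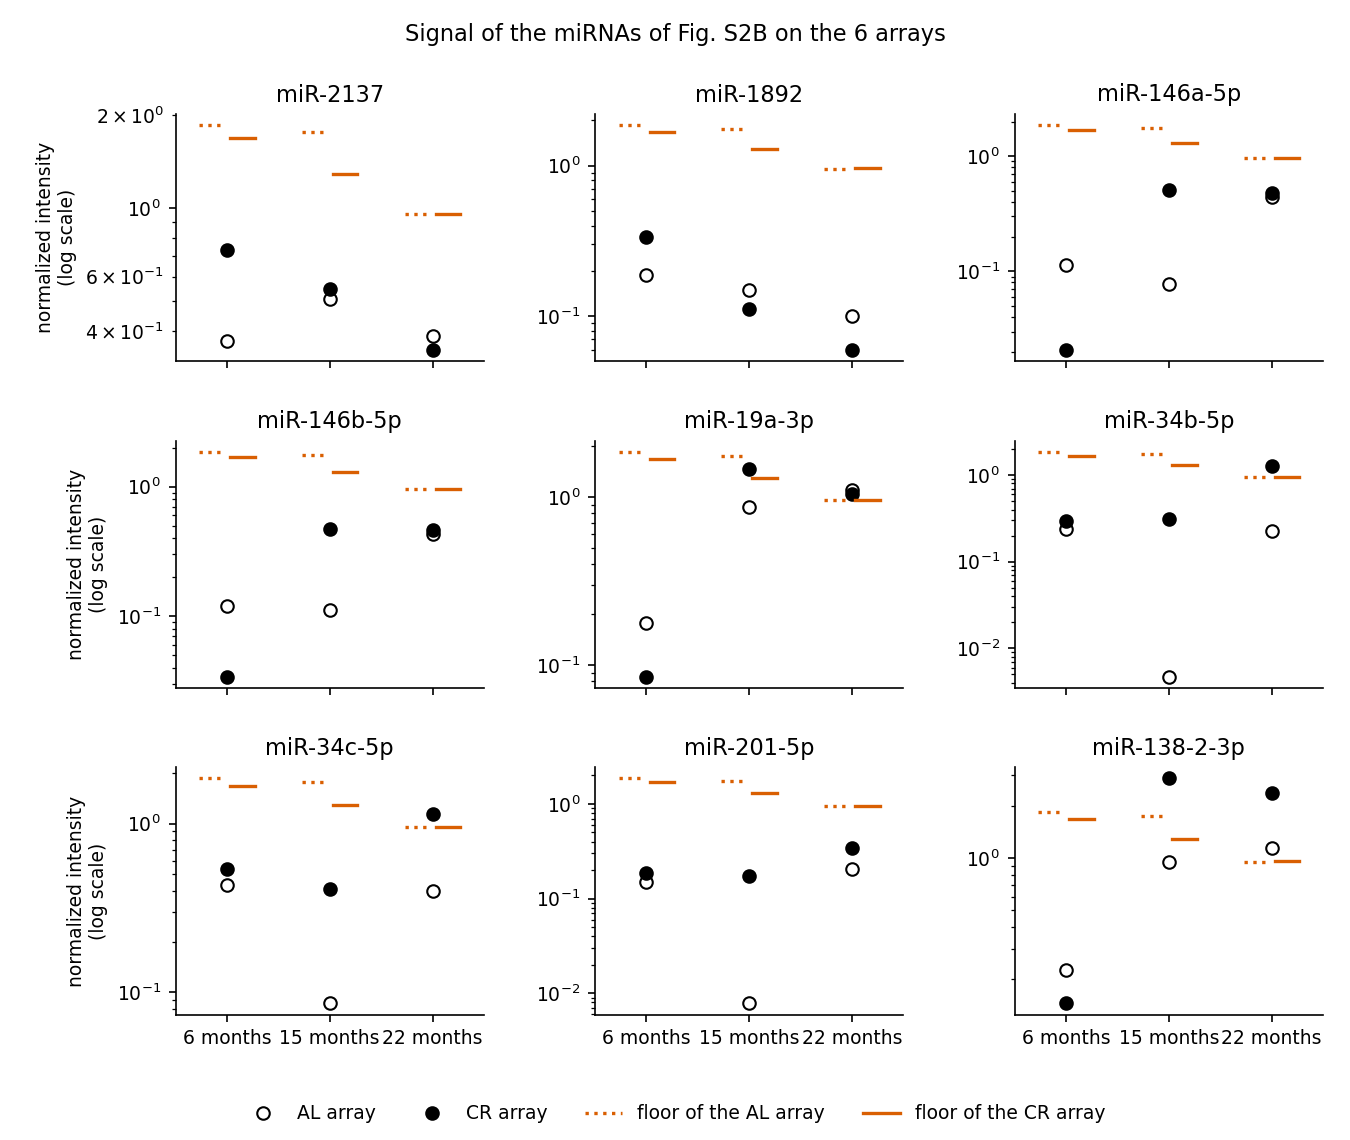
Array signals (normalized intensity, log axis) of the 9 miRNAs in young, middle-aged and old mice are shown as open circles for AL and filled circles for CR, 1 array each, with the detection floors as dotted (AL) and solid (CR) lines. The signals of miR-34b-5p and miR-34c-5p lie higher on CR than on AL at each age, and most points lie below the floors.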

Nine miRNAs (miR‐2137, ‐1892, ‐146a/b‐5p, ‐19a‐3p, ‐34b/c‐5p,‐201‐5p, and ‐138‐2‐3p) with significant alterations in the expression level were further validated by RT‐qPCR (Fig. S2B, Supporting information). Furthermore, we found that AMPK, FOXO, and some aging‐related genes such as p21^cip1^ and RAD21 were predicted as target genes of some miRNAs both in miRDB and Target Scan database, and these miRNAs changed differently in the three age groups by CR (Table 2). 

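MiR-148a-3p and miR-152-3p, which share a seed sequence, were 1.54-fold and 1.65-fold lower on CR in young mice and 3.04-fold and 3.13-fold higher in middle-aged mice, and were within 1.5-fold in old mice. Both young falls ended after spike-in scaling, that of miR-148a-3p also after quantile or array median scaling. With the viral median added neither was called, and the log2 ratio of miR-148a-3p was 0.0035. The middle-aged fold of miR-152-3p was 1.97 after cyclic loess. MiR-345-3p was 5.47-fold higher in young mice, from 0.00741 to 0.0405, or 1.53-fold with the viral median added, and 1.77-fold lower in old mice, a call that ended after spike-in scaling or with the viral median added, and was blank on the AL array of middle-aged mice. These were the miRNAs of Table 2 called in opposite directions at a pair of ages, 2 between young and middle-aged mice and 1 between young and old mice. Among the 32 miRNAs of Table 2, 8 rose and 2 fell in young mice of 25 compared. In middle-aged mice 12 rose and 3 fell of 16 compared, and in old mice 3 rose and 8 fell of 32 compared. The rises in young mice included those of miR-135b-5p, 19.3-fold from 0.00165 to 0.0318 and below 60 steps of the array's scale, and of miR-421-3p, 4.45-fold. With the viral median added these folds were 1.53 for miR-135b-5p and 1.54 for miR-421-3p. Those in middle-aged mice included miR-761, 47.9-fold from 0.00469 to 0.225, miR-883b-5p, 25.4-fold, miR-92b-3p, 11.8-fold, and miR-24-3p, 3.03-fold. The fold of miR-761 was 7.73 after quantile normalization, 14.2 after cyclic loess and 1.73 with the viral median added, and that of miR-883b-5p 6.54, 12.0 and 2.70. The fold of miR-92b-3p there was 1.73 after quantile normalization and 1.92 after cyclic loess, and its call ended with the viral median added. MiR-130a-3p rose 1.60-fold there, from 1.84 to 2.93, above the floor on both arrays. The falls in middle-aged mice were those of miR-30d-5p, 1.53-fold from 11.2 to 7.31, miR-92a-3p, 1.61-fold, and miR-328-3p, 1.63-fold. All 3 calls ended after spike-in scaling, and that of miR-30d-5p also after quantile or cyclic loess normalization, while those of miR-92a-3p and miR-328-3p grew by over 1.5 times after cyclic loess. In old mice miR-448-3p was 4.11-fold lower, from 0.0125 to 0.00305, and miR-297b-5p 20.8-fold lower, from 19 steps on AL to 1 step on CR. With the viral median added both log2 ratios lay above 0 but within 1.5-fold, as did those of miR-292a-3p, miR-29b-2-5p and let-7b-3p, the call of let-7b-3p also ending after spike-in scaling. MiR-574-5p was 1.66-fold lower in old mice, a call that ended after spike-in scaling or with the viral median added. The rises in old mice were those of miR-302b-3p, 3.02-fold, miR-92b-3p, 1.75-fold, and miR-302d-3p, 1.52-fold, the latter from a signal of 0.0025. The old calls of miR-92b-3p and miR-302d-3p ended with the viral median added, that of miR-92b-3p also after cyclic loess, and the fold of miR-302b-3p was 1.62 with the viral median added. Of the 36 calls, 3 had signals above the floor on both arrays.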

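MiR-23a-3p, of a cluster with miR-24-3p and miR-27a-3p, had signals of 5.39 on AL and 3.58 on CR in young mice, 1.51-fold lower, and of 9.51 and 15.1 in middle-aged mice, 1.59-fold higher. In old mice they were 11.4 and 10.1, and its young call ended under each scaling tried. MiR-29b-3p, which represses collagen genes, had log2 ratios of -0.63 in young and 0.31 in middle-aged mice, the latter a rise past 1.5-fold after quantile, cyclic loess or spike-in scaling, and was within 1.5-fold in old mice. MiR-16-5p had log2 ratios of -0.68 in young, 0.22 in middle-aged and -0.30 in old mice, the middle-aged ratio passing 1.5-fold after cyclic loess or spike-in scaling. Both young calls ended after cyclic loess, array median or spike-in scaling or with the viral median added, that of miR-29b-3p also after quantile normalization. MiR-21a-5p, which is induced in cardiac fibroblasts under stress, was 1.59-fold lower in young mice and 1.95-fold lower in middle-aged mice, with a log2 ratio of 0.10 in old mice. The young call ended after cyclic loess, array median or spike-in scaling or with the viral median added, and the middle-aged call after quantile or spike-in scaling. Over the 425 miRNAs with a value on all arrays, the log2 ratios in young and middle-aged mice had a Pearson correlation of 0.0933 (95% confidence interval -0.0018 to 0.187) and a Spearman correlation of 0.0052. Between young and old mice these were 0.0542 and 0.0564, with a Pearson correlation of 0.275 with the viral median added and of -0.0912 after quantile normalization, -0.0471 after cyclic loess and -0.0859 with the floor on at least 1 array. Between middle-aged and old mice they were 0.235 (95% confidence interval 0.143 to 0.323) and 0.148. The former fell to 0.143 after cyclic loess, 0.141 with the viral median added and 0.0371 with the floor on at least 1 array, and turned to -0.0934 with the floor on both. These 3 correlations are across miRNAs, which are not independent replicates. Over the 102 miRNAs above the floor on at least 1 array of each pair, the correlation between young and middle-aged mice was -0.240, and with the floor on both arrays -0.176. Over all 425 it was -0.152 after quantile normalization and -0.0630 after cyclic loess. At 1.5-fold, 1 miRNA rose and 2 fell at all 3 ages. From the different changes by age of miRNAs whose predicted targets include AMPK, FOXO and genes of ageing, the paper proposes that the miRNAs may regulate these targets in opposite directions. No miRNA of Table 2 with an AMPK or FOXO gene as its target was called in opposite directions at a pair of ages. Those that were have Bim (miR-148a-3p and miR-152-3p) or RAD21 (miR-345-3p) as predicted targets. Of the miRNAs with an AMPK or FOXO gene, only miR-92a-3p, miR-30d-5p and miR-328-3p had a middle-aged ratio. MiR-30d-3p and miR-448-3p had none in young mice either, so for most an opposite call involving middle-aged mice could not arise. Between young and old mice the direction differed for miR-200c-3p (1.73-fold higher, 1.13-fold lower) and let-7b-3p (1.18-fold higher, 1.80-fold lower) alone.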

The present study suggested that miRNAs were modulated differentially by CR initiated in different ages and, therefore, may regulate the expression of AMPK, FOXO, and aging‐related genes in opposite directions.

**Table 2:** Fold changes for some miRNAs expression modulated differentially by CR initiated in different ages and their predicted target genes both in miRDB and Target Scan database

miRNAs	CR group VS AL group (fold changes)			Target Genes
	Young (6 m)	Middle‐aged (15 m)	Old (22 m)	
mmu‐miR‐200c‐3p	1.73	N/A	−1.14	AMPKα2, Foxo3
mmu‐miR‐421‐3p	4.45	N/A	1.19	AMPKα2
mmu‐miR‐135b‐5p	19.3	N/A	1.28	Foxo1
mmu‐miR‐5127	1.69	N/A	1.13	Foxo4
mmu‐miR‐92a‐3p	−1.49	−1.61	−1.18	AMPKα2
mmu‐miR‐30d‐5p	−1.39	−1.54	−1.19	AMPKα2
mmu‐miR‐30d‐3p	N/A	N/A	−1.79	AMPKα2
mmu‐miR‐448‐3p	N/A	N/A	−4.17	AMPKβ2
let‐7b‐3p	1.18	N/A	−1.82	Foxo1
mmu‐miR‐328‐3p	−1.25	−1.64	−1.02	Foxo4
mmu‐miR‐674‐5p	1.06	1.54	−1.04	P21^cip1^
mmu‐miR‐302d‐3p	N/A	N/A	1.52	P21^cip1^
mmu‐miR‐302b‐3p	N/A	N/A	3.02	P21^cip1^
mmu‐miR‐883b‐5p	1.42	25.39	−1.2	P21^cip1^
mmu‐miR‐148a‐3p	−1.53	3.04	−1.16	Bim
mmu‐miR‐152‐3p	−1.66	3.13	−1.05	Bim
mmu‐miR‐466d‐5p	1.26	1.59	−1.07	Bim
mmu‐miR‐130a‐3p	−1.31	1.59	−1.28	Bim
mmu‐miR‐92b‐3p	1.29	11.79	1.75	Bim
mmu‐miR‐25‐3p	−1.44	1.55	−1.26	Bim
mmu‐miR‐24‐3p	−1.4	3.03	−1.44	Bim
mmu‐miR‐181d‐5p	−1.49	1.94	1.18	Bim
mmu‐miR‐214‐3p	−1.03	2.04	−1.03	Bim
mmu‐miR‐761	1.19	47.89	−1.04	Bim
mmu‐miR‐29b‐2‐5p	N/A	N/A	−2.38	RAD21
mmu‐miR‐345‐3p	5.45	N/A	−1.78	RAD21
mmu‐miR‐297a‐5p	2.07	N/A	−1.21	RAD21
mmu‐miR‐297c‐5p	3.18	N/A	1.05	RAD21
mmu‐miR‐297b‐5p	N/A	N/A	−20	RAD21
mmu‐miR‐205‐3p	2.29	N/A	1.44	RAD21
mmu‐miR‐574‐5p	1.43	−1.08	−1.66	RAD21
mmu‐miR‐292a‐3p	N/A	N/A	−3.33	RAD21

N/A, not available.

Differentially expressed (DE) miRNAs were identified using a threshold of fold change ≥ 1.5.

## Discussion

In the present study, we demonstrated age‐related cardiac changes including cardiomyocyte hypertrophy and cardiac fibrosis in 6‐, 15‐, and 22‐month‐old mice, which were in agreement with the previous remodeling of the aged heart (Boyle *et al*., 2011). CR is currently the only known intervention that significantly prolongs the maximal lifespan and retards the onset of age‐associated diseases. However, prior studies of CR were mostly concentrated in middle‐aged and elderly mice and the pathological states such as postmyocardial infarction models when CR initiated in 2‐ to 9‐month‐old mice (Peart *et al*., 2012; Dai *et al*., 2014; Noyan *et al*., 2015). The most significant finding of our study was that the age‐associated cardiomyocyte hypertrophy and cardiac fibrosis were attenuated by CR in middle‐aged and old mice, whereas both were exacerbated in young healthy mice.

Cardiomyocytes are the most energy‐demanding cells in the body, constantly contracting, 3 billion times or more in an average human lifespan, requiring large supplies of high‐energy phosphates. Therefore, mitochondrial dysfunctions are likely involved in the mechanisms contributing to the age‐related decline in cardiac function. Using transmission electron microscopy, we found that CR induced a loss of electron density and an increased lipid droplets infiltration in mitochondria in young mice, whereas a similar CR significantly improved age‐related mitochondrial damage and reduced lipid accumulation in middle‐aged and old mice. In healthy hearts, approximately 70–90% of the fatty acids taken up are immediately oxidized while only a small proportion is esterified to triacylglycerol (TAG) (Wisneski *et al*., 1987). Nevertheless, an accumulation of TAG has been associated with cardiac contractile dysfunction (Stanley *et al*., 2005). Furthermore, as two latest studies demonstrated, lipid accumulation may aggravate aging and impair the myocardial healing response by stimulating pro‐inflammatory mediators (Lopez *et al*., 2015; Halade *et al*., 2016). Although the mechanism underlying TAG accumulation remains unknown, a dysfunction in mitochondrial fatty acid oxidation may be potentially involved.

Another novel finding was that telomere shortening was observed during normal aging. Moreover, age‐related telomere shortening was retarded by CR in old mice but accelerated in young mice. Telomere shortening is known to be a critical hallmark of cellular senescence and organismal aging. Recent meta‐analyses have supported the existence of a strong correlation between short telomeres and mortality risk, particularly at younger ages (Liu *et al*., 2008). Additionally, the expressions of cell cycle regulators, p53 and p16^ink4a^, biomarkers of aging, were upregulated by CR in young mice but downregulated in middle‐aged and old mice. Thus, CR modulated the aging process involved in telomere length and expression of p53 and p16^ink4a^.

The mechanisms of aging and CR are complex. Our microarray data analysis demonstrated that several pathways are involved in the CR‐induced opposing effects on different‐aged mice. Pertinently, FOXOs and several of their target genes related with autophagy were altered in the opposite direction, that is, downregulated by CR initiated in young mice and upregulated when initiated in middle‐aged and old mice. In a recent study involving FOXO1^+/−^ and wild‐type mice with 30% CR, a partial loss of FOXO1 was observed in mice that did not respond to a CR‐specific reaction (Makino *et al*., 2016). A plethora of evidence suggested that FOXOs regulate various downstream target genes involved in the cell cycle, cell death, oxidative stress response, and autophagy (Accili & Arden, 2004). Autophagy is a protective cellular response to nutrient deprivation, whereby lysosomal enzymes mediate the recycling of proteins, cytoplasm, and cell organelles. Accumulating data showed that aging is associated with a decline in autophagy, and enhancing autophagy promotes longevity in both model organisms and rodents (Madeo *et al*., 2015). Transcriptional mechanisms are emerging that play crucial roles in the regulation of autophagy. Specifically, several transcription factors such as FOXO have been shown to be key transcriptional regulators of autophagy and lysosomal biogenesis (Fullgrabe *et al*., 2014). Consistent with the microarray data, the protein expression levels of Beclin‐1 and LC3II further suggested that autophagy was suppressed by CR in young mice while enhanced in middle‐aged and old mice. Notedly, LC3 conversion and p62 protein content, two indirect surrogates of flux, were measured in our study. Further studies should be performed to measure flux more directly to confirm our findings in future. A previous study showed that dysfunctional, senescent mitochondria accumulated in aging postmitotic cells when autophagy is suppressed (Terman *et al*., 2003). Hence, we observed damaged mitochondria accompanied by suppressed autophagy due to CR in young mice.

The energy sensor AMPK is activated by a decrease in energy levels, raising the probability that AMPK might mediate lifespan extension by CR (Greer *et al*., 2007a). In addition to phosphorylation and inhibition by protein kinase B (Akt), some studies suggested that FOXO1 and FOXO3 could be directly phosphorylated and activated by AMPK, resulting in enhanced cellular stress resistance (Greer *et al*., 2007b; Dixit *et al*., 2008). Other studies also reported that AMPK modulates FOXO transcription factor expression, which leads to the expression of autophagy‐associated genes (Sanchez *et al*., 2012; Kubli & Gustafsson, 2014). Herein, we confirmed that AMPK was phosphorylated and activated by CR in both middle‐aged and old mice, but the phosphorylation was suppressed by CR in young mice. Thus, we considered that AMPK might be a key junction as both an upstream energy sensor and a downstream autophagy activator. AMPK–FOXO–autophagy pathway may be a potential mechanism underlying the differential effects of CR in cardiac remodeling and function during aging. Accumulating evidence suggested that miRNAs are deeply involved in cardiac aging. In our study, some miRNAs were related to the effect of CR during aging by regulating pathways such as collagen synthesis, senescence‐associated inflammation, and cardiac fibrosis. For example, miR‐19a‐3p which was upregulated by CR in old mice was demonstrated as a novel regulator of collagen synthesis via CTGF and TSP‐1 (van Rooij, 2011). MiR‐146a‐5p and miR‐146b‐5p which could suppress the expression of senescence‐associated inflammatory mediators (IL‐6 and IL‐8) were upregulated by CR in old mice (Bhaumik *et al*., 2009). Additionally, aging‐related downregulation of miR‐146a induced expression of target gene NOX4, thus resulting in endothelial cell senescence (Touyz & Montezano, 2012). Moreover, miR‐101a‐5p and miR195a‐5p that were downregulated by CR in young mice have been reported to cause cardiac fibrosis via TGFβ pathway (Pan *et al*., 2012; Tijsen *et al*., 2014). In addition, some miRNAs were predicted to regulate the expression of AMPK, FOXO, and aging‐related genes. 

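MiR-195a-5p, a member of the miR-15 family, had array signals of 0.820 on AL and 0.541 on CR in young mice, 1.52-fold lower, a call that ended under every scaling tried and with the viral median added. In middle-aged mice its signals were 1.40 and 3.46, 2.47-fold higher on CR, and in old mice 3.66 and 3.59. MiR-101a-5p had no value on either array of young mice, and its signals in old mice were 0.0259 on AL and 0.0252 on CR. The other arm, miR-101a-3p, had signals of 5.05 on AL and 3.41 on CR in young mice, a log2 ratio of -0.57 within 1.5-fold, while a probe shared by miR-101a-3p and miR-101c had 2.09 and 1.32, 1.58-fold lower.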

Due to the complex roles that miRNAs and pathways have exhibited in CR and aging, it may be too soon to draw any conclusions, and more efforts should be directed to investigate the relationships in the future.

There are a few studies when CR initiated in young healthy populations and the data are not uniform. Among these studies, the youngest model with beneficial effects of CR on cardiac function was established by 4‐month‐old mice for long‐term CR (20 weeks) (Han *et al*., 2012). There are also several studies demonstrating a neutral effect of CR on mitochondrial synthesis or myocardial ischemia. While these researches have potential limitations, CR was initiated too early (in 1‐month‐old rat) or lasted just 4 weeks (Hancock *et al*., 2011; Chen *et al*., 2013). To specifically study whether the effect of CR on heart function is suitable for three specific life phases of mice: mature adult (past development but not yet affected by senescence.), middle age (senescent changes can be detected in some biomarkers of aging), and old (a period when senescent changes can be detected in almost all biomarkers), we performed CR in different‐aged mice. Therefore, according to our research, if no senescence, there is detrimental rather than beneficial effects on young mice with CR by anti‐aging.

An issue requiring specific focus in this study is the degree and the time of CR. Despite the powerful effect of CR in increasing lifespan and preventing cardiac aging, a severe and prolonged CR is not only unpractical in humans but also associated with several adverse effects, such as slow wound healing, reduced reproductive function, increased risk of osteoporotic bone fractures, cardiac arrhythmias, and depression. Moreover, CR exceeding 50% typically causes starvation and increases mortality (Fontana *et al*., 2010). In 2006, Harper *et al*. reported that lower degree of CR would be beneficial especially in these growing animals (Harper *et al*., 2006). In our study, the daily caloric intake was restricted to 60% of the average *ad libitum* food intake for 3 months. Notedly, nutrition evaluation and graded levels of calorie restriction in young mice as well as CR on female mice merit further studies. Meanwhile, the heart rates in our young mice during echocardiograms were lower than optimal, considering that increased animal density per cage was found to be significantly positively correlated with behavioral acts of aggression and stress response (increased adrenocortical axis activity) (Whittaker *et al*., 2012). In future studies, it is worth confirming whether individual housing would affect heart rate compared to group housing in young mice.

As we know, the typical myocardial hypertrophy was characterized by increased organelles, enlarged mitochondria volume, elevated anabolism, and activated cell function. However, cardiomyocyte hypertrophy in our young CR mice was accompanied by mitochondrial matrix density decrease and/or fat droplet infiltration, which may contribute to the decline of heart weight. Even if so, some other mechanisms would be involved in the 20% decline of heart weight in our young CR mice, which need further research including the confirmation of the loss of cardiomyocytes by precise calculation of total number of cardiomyocytes per heart or per left ventricular.

Together, our findings highlight the significance of the initiation time of CR. Considering that 3 to 6 months of mice are equivalent to 20 to 30 years old of human, it was speculated that CR may have a detrimental effect on heart function of healthy men before 30 years old. From a translational therapeutic perspective, caloric restriction in the healthy, younger population who are robust healthy, vigorous vital, more fertile should be cautious. This result may propose an effective nutritional intervention for cardiac protection during aging.

## Materials and methods

### Animal model and diets

C57BL/6J male mice at different ages (Model Animal Research Center of Nanjing University) were maintained on a 12‐h light/dark cycle. Mice aged 3 months (young, *n = *22), 12 months (middle‐aged, *n = *22), or 19 months (old, *n* = 26) were caged individually and fed *ad libitum* with standard laboratory chow for 4 days. The average calorie intake was estimated from the daily food intake over these 4 days. Then, each age group was weight‐matched and randomly divided into two groups: fed *ad libitum* (AL) and calorie restricted (CR). For the next 12 weeks, the AL mice continued to be fed *ad libitum*. CR was progressive, being initiated at 10% restriction during the first week, changed to 25% during the second week, and to 40% for the remaining 10 weeks. During to the high content of minerals and vitamins in our diet formula, and even though 40% restriction is still meeting recommended intakes (Table S6, Supporting information), no micronutrient supplementation was added to mice during CR. Both groups had unlimited access to water. The food was provided at 10:00 a.m. daily. The food intake was monitored daily, and the animals were weighed weekly. At the end of the study, cardiac function was measured with echocardiography. The mice were sacrificed, and blood was withdrawn by cardiac puncture. The hearts were quickly removed, washed, weighed, and sliced into pieces for subsequent analyses. All tissues were stored at −80 °C until further analysis.

All protocols for animal usage were reviewed and approved by the Animal Care Committee of the Model Animal Research Center of Nanjing University and were in accordance with the Institutional Animal Care and Use Committee guidelines.

### Echocardiographic analysis

To examine the cardiac function, mice were lightly anesthetized with pentobarbital sodium (100 mg kg^−1^, i.p. injection). Two‐dimensional echocardiographic measurements were performed using the Vevo 770 system equipped with a 35 MHz transducer (Visual Sonics Inc., Toronto, ON, Canada). The parameters of cardiac function were measured digitally on the M‐mode tracings and averaged from at least five consecutive selected cardiac cycles (*n* = 6–10/group). All echocardiographic procedures were performed by a qualified investigator who was blinded to the treatment.

### Transmission electron microscopy

Detailed methods are provided in the supplement.

### Histopathological analysis

Detailed methods are provided in the supplement.

### RT‐qPCR of mRNA and miRNA

Detailed methods are provided in the supplement.

### Western blot analysis

Detailed methods are provided in the supplement.

### DNA isolation and measurement of telomere length by RT‐qPCR

Genomic DNA was extracted from the heart tissue using a Genomic DNA Isolation Kit (Invitrogen). The relative telomere length was measured using RT‐qPCR as described previously (Callicott & Womack, 2006). Detailed methods are provided in the supplement.

### Microarray analysis

Detailed methods are provided in the supplement.

### Statistics

Results were presented as mean ± SEM. Student's *t*‐test was used to compare two differences groups. One‐way ANOVA with Tukey post hoc analysis was used for comparisons between multiple groups using spss 20.0 software (SPSS Inc., Chicago, IL, USA). *P*‐value < 0.05 was considered significant.

## Funding

This research study was supported by the grants from the National Natural Science Foundation of China (91649122) to Guoxian Ding, the grants from the National Natural Science Foundation of China (81100236) to Shan Lv, and also by the National Natural Science Foundation of China (81501201), the Natural Science Foundation of Jiangsu Province of China (BK20151032) to Min Huang.

## Conflict of interest

None declared.

## Author contributions

GD, YS, and SL designed the experiments, conducted the study, wrote, and revised the manuscript. Protein assays, RT‐qPCR, and histopathological analysis were performed by YS and SL. Echocardiography and telomere length measurements were performed by MH and TT. Electron microscopy analysis was performed by JL. Microarray analysis was performed by YL, JY, HQ, and WD. GD is the guarantor of this work and, as such, has full access to all the data in the study and takes responsibility for the integrity of the data and the accuracy of the data analysis.

## Supporting information

**Fig. S1** Echocardiography of mice on AL and CR diets at 6, 15, and 22 months of age.
**Fig. S2** Differentially regulated miRNA levels in hearts by CR initiated in different ages.
**Table S1** Gene ontology pathway analysis of up‐regulated/down‐regulated DEGs by CR initiated in different ages.
**Table S2** Fold‐changes for mRNAs expression in cardiac tissues of mice by CR initiated in different ages (CR group vs. AL group).
**Table S3** Fold‐changes for miRNAs expression in cardiac tissues of mice by CR initiated in different ages (CR group vs. AL group).
**Table S4** Fold‐changes for miRNAs expression in cardiac tissues of mice differently regulated by CR initiated in different ages (CR group vs. AL group).
**Table S5** Sequences of primers used.
**Table S6** NRC micronutrient recommendations for mice versus the micronutrient contents provided by diet we used in 40% CR.
**Method S1** DNA isolation and measurement of telomere length by RT‐qPCR.
**Method S2** Microarray analysis.
**Method S3** Transmission electron microscopy.
**Method S4** Histopathological analysis.
**Method S5** RT‐qPCR of mRNA and miRNA.
**Method S6** Western blot analysis.

# Supplementary material for: Opposing effects on cardiac function by calorie restriction in different‐aged mice
**Source:** Aging Cell. 2017 Aug 11;16(5):1155–67. doi: 10.1111/acel.12652
**Supplement:** Supplementary file 1 — Fig. S1 Echocardiography of mice on AL and CR diets at 6, 15, and 22 months of age. Fig. S2 Differentially regulated miRNA levels in hearts by CR initiated in different ages. Table S1 Gene ontology pathway analysis of up‐regulated/down‐regulated DEGs by CR initiated in different ages. Table S2 Fold‐changes for mRNAs expression in cardiac tissues of mice by CR initiated in different ages (CR group vs. AL group). Table S3 Fold‐changes for miRNAs expression in cardiac tissues of mice by CR initiated in different ages (CR group vs. AL group). Table S4 Fold‐changes for miRNAs expression in cardiac tissues of mice differently regulated by CR initiated in different ages (CR group vs. AL group). Table S5 Sequences of primers used. Table S6 NRC micronutrient recommendations for mice versus the micronutrient contents provided by diet we used in 40% CR. Method S1 DNA isolation and measurement of telomere length by RT‐qPCR. Method S2 Microarray analysis. Method S3 Transmission electron microscopy. Method S4 Histopathological analysis. Method S5 RT‐qPCR of mRNA and miRNA. Method S6 Western blot analysis.

Supplementary Materials for

**Opposing effects on cardiac function by caloric restriction in different aged mice**

Yunlu Sheng^1*^, Shan Lv^1*^, Min Huang^1*^, Yifan Lv^1^, Jing Yu^1^, Juan Liu^1^, Tingting Tang^1^, Hanmei Qi^1^, Wenjuan Di^1^, and Guoxian Ding^1^

^*^These authors contributed equally to this research.

This pdf file includes:

**Fig.S1 to S2**

**Table S1 to S6**

**Method S1 to S6**

**
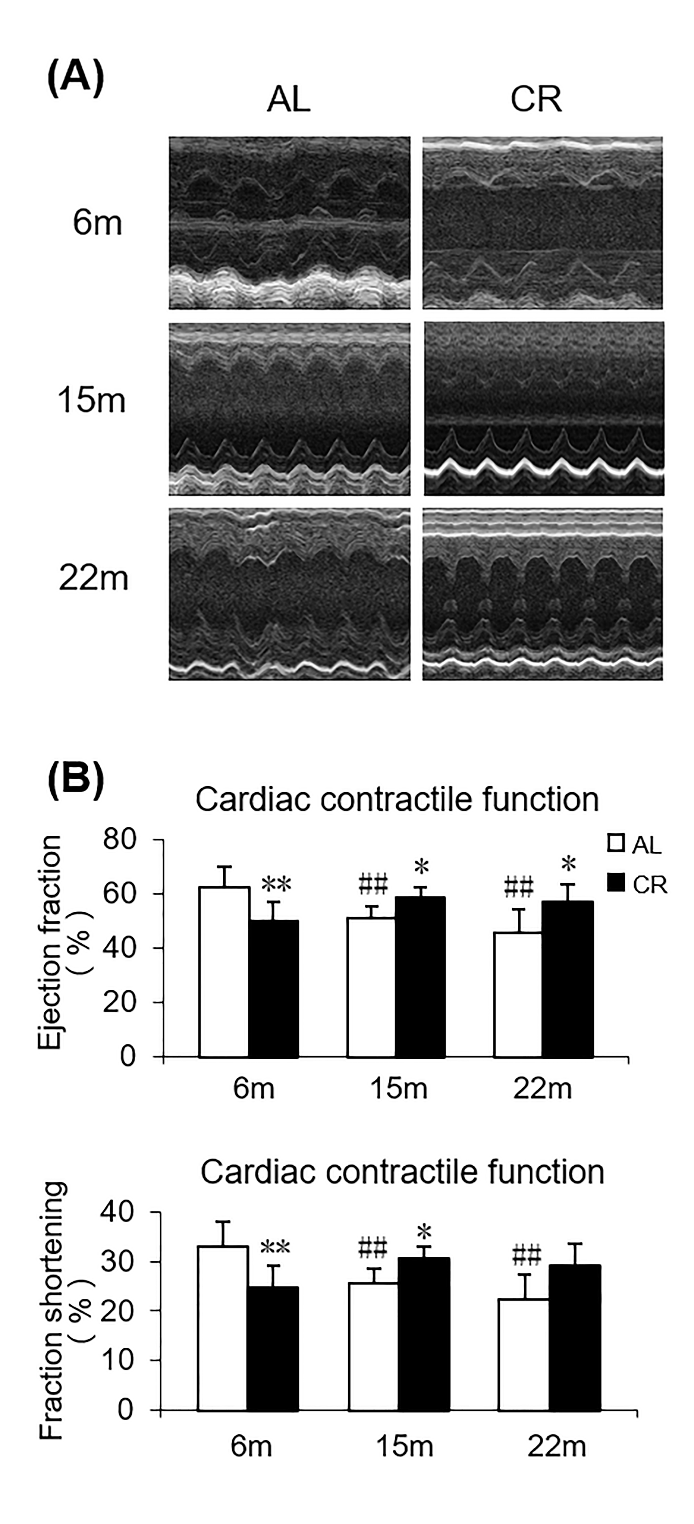
**

**Fig.S1** Echocardiography of mice on AL and CR diets at 6, 15, and 22 months of age. (A) Representative m-mode echocardiography. (B) Quantification of ejection fraction and fractional shortening. Mean ± SEM, n=6–10 mice per group. *P<0.05 vs. age-matched AL group, **P<0.01 vs. age-matched AL group. #P<0.05 vs. 6 months AL group, ##P<0.01 vs. 6 months AL group. &P<0.05 vs. 15 months AL group, &&P<0.01 vs. 15 months AL group.

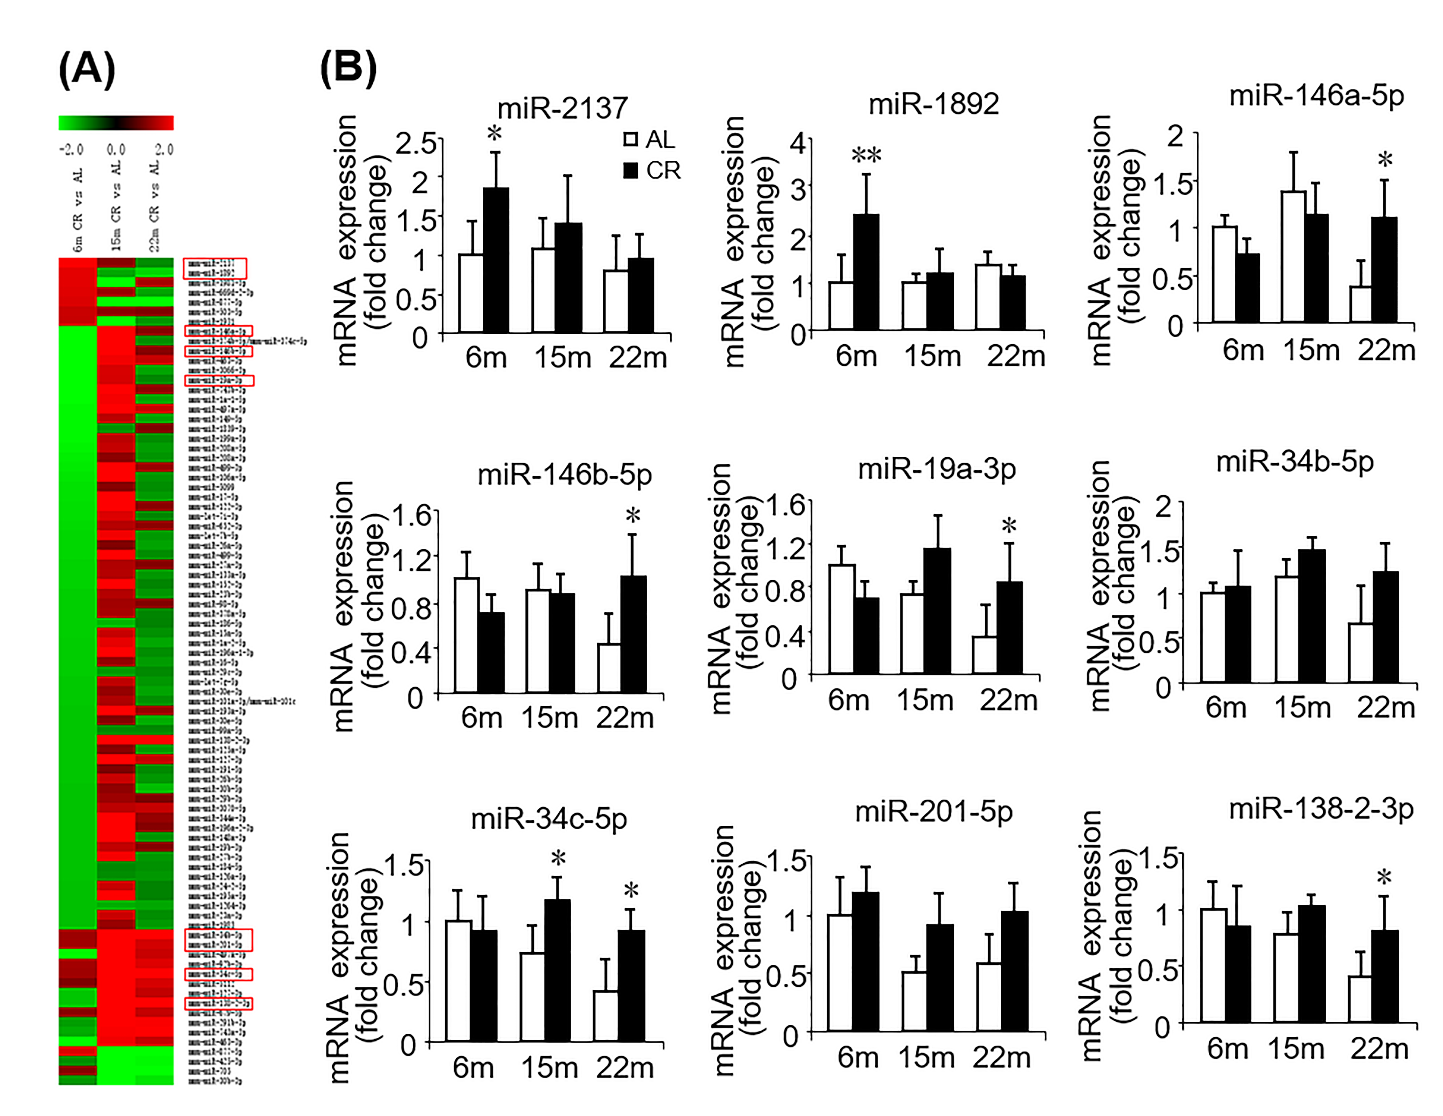

**Fig.S2** Differentially regulated miRNA levels in hearts by CR initiated in different ages. (A) Heat map of miRNAs differentially regulated by CR initiated in different ages. ‘‘Red’’ indicates up-regulation, and ‘‘green’’ indicates down-regulation. Red square represents miRNAs tested and verified by RT-qPCR. Significant cut-offs were set by fold change ≥1.5. (B) RT-qPCR validation of differentially regulated miRNAs. Rnu6 was used as an internal reference. Mean ± SEM, n=8 for RT-qPCR. *P<0.05 vs. age-matched AL group, **P<0.01 vs. age-matched AL group.

**Table S1** Gene ontology pathway analysis of up-regulated/down-regulated DEGs by CR initiated in different ages.

Pathways analysis using the up- DEGs or down- DEG (fold-change ≥2) in CR vs AL.

**Table S2** Fold-changes for mRNAs expression in cardiac tissues of mice by CR initiated in different ages (CR group vs. AL group).

| **Gene name** | **CR group VS AL group（fold changes）** | | | |
| --- | --- | --- | --- | --- |
|  | **Young (6m)** | | **Middle-aged (15m)** | **Old (22m)** |
| AMPK family | |  |  |  |
| AMPKα1 | 1.91 | | 1.13 | 1.07 |
| AMPKα2 | -2.12 | | 1.09 | 1.49 |
| AMPKβ1 | -1.02 | | 1.2 | 1.49 |
| AMPKβ2 | -2.41 | | 1.06 | 1.17 |
| AMPKγ1 | -4.17 | | -1.1 | 1.42 |
| AMPKγ2 | -1.22 | | 1.12 | -1.04 |
| AMPKγ3 | -1.07 | | -1.08 | -1.04 |
| FOXO and its target genes | | |  |  |
| Foxo1 | -3.01 | | 1.54 | 1.33 |
| Foxo3 | -1.26 | | 1.51 | 1.81 |
| Foxo4 | -2.05 | | 1.63 | -1.08 |
| Bnip3 | -1.54 | | 1.48 | 1.2 |
| Gabarapl1 | 1.16 | | 2.21 | 1.31 |
| Map1lc3a | -1.65 | | 1.17 | 1.39 |
| Map1lc3b | -1.88 | | 1.2 | 1.23 |
| Puma | 7.45 | | 1.92 | 1.18 |
| Trail | 1.03 | | -1.39 | 1.22 |
| Bim | 2.17 | | 1.04 | 1.36 |
| Fasl | 1.53 | | 1.18 | 1.42 |
| Bid | 4.09 | | -2.52 | 1.12 |
| Gadd45a | -1.01 | | -1.14 | 1.54 |
| MnSOD1 | -1.64 | | -1.01 | 1.01 |
| MnSOD2 | -1.34 | | 1.22 | 1.55 |
| MnSOD3 | -1.65 | | 1.19 | -1.2 |
| Catalase | -1.06 | | 1.23 | 1.34 |
| P21^cip1^ | 3.25 | | 1.21 | 1.02 |
| P27^kip1^ | -1.25 | | -1.02 | 1.24 |
| P19^ink4d^ | -1.03 | | 1.36 | 1.44 |
| P15^ink4b^ | -1.03 | | 1 | -1.38 |
| CyclinG2 | -1.03 | | -1.36 | -1.36 |

AMPK, AMP-activated protein kinase; FOXO, Forkhead box subgroup ‘‘O’’; Bnip3, BCL2/adenovirus E1B interacting protein 3; Gabarapl1, gamma-aminobutyric acid (GABA) A receptor-associated protein-like 1; Map1lc3, microtubule-associated protein 1 light chain 3; Puma, BCL2 binding component 3; Trail, tumor necrosis factor (ligand) superfamily, member 10; Bim, BCL2-like 11; Fasl, Fas ligand; Bid, BH3 interacting domain death agonist; Gadd45a, growth arrest and DNA-damage-inducible 45 alpha; MnSOD, superoxide dismutase; P21^cip1^, cyclin-dependent kinase inhibitor 1A (P21); P27^kip1^, cyclin-dependent kinase inhibitor 1B(P27); P19^ink4d^, cyclin-dependent kinase inhibitor 2D (p19, inhibits CDK4); P15^ink4b^,cyclin-dependent kinase inhibitor 2B (p15, inhibits CDK4).

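Table S3 lists ratios of CR to AL for the arrays of each age. All 167 ratios listed for young, 238 for middle-aged and 94 for old mice were found from the deposited intensities with the listed direction, each within 2% of the listed fold. At 1.5-fold, 38 more miRNAs in young mice, 2 more in middle-aged mice and 70 more in old mice were called and are not listed. The intensities of each array are whole multiples of a smallest step, and every listed miRNA reached at least 60 steps on 1 array of its pair, while those not listed reached at most 59 steps in young, 58 in middle-aged and 59 in old mice. The listed ratios include 5, 7 and 2 of viral miRNA features.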

**Table S3** Fold-changes for miRNAs expression in cardiac tissues of mice by CR initiated in different ages (CR group vs. AL group).

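Table S4 groups miRNAs by their direction at each age. The sets derived from the deposited intensities shared 6 of the 7 miRNAs listed as up in young mice, all 62 listed as down in young mice, all 12 listed as up at both older ages and all 4 listed as down there. MiR-425-5p, miR-882 and the viral mghv-miR-M1-5-5p, named after their values were seen, were up in young mice and are not listed, the call of miR-425-5p ending with the viral median added. MiR-882 had signals of 1.37 on AL and 2.76 on CR in young mice and was 1.73-fold lower on CR in middle-aged mice, a fall that ended after spike-in scaling. Down in young mice and not listed were 7 miRNAs, among them miR-155-5p, 1.99-fold lower from 0.0189 to 0.00953. Its call ended after quantile or spike-in scaling, and with the viral median added its log2 ratio was 0.38, within 1.5-fold. MiR-669d-2-3p has a probe of its own, with 0.0815 on AL and 0.145 on CR in young mice, a rise that ended with the viral median added, and no value on the AL array of middle-aged mice, and a probe shared with miR-669d-3p, which was 1.07-fold lower in young, 1.22-fold higher in middle-aged and 1.31-fold lower in old mice.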

**Table S4** Fold-changes for miRNAs expression in cardiac tissues of mice differently regulated by CR initiated in different ages (CR group vs. AL group).

**Table S5** Sequences of primers used.

**Table S6** NRC micronutrient recommendations for mice versus the micronutrient contents provided by diet we used in 40% CR. 1NRC recommendation for mice (National Research Council, 1995).

| **Micronutrients** | **Growth recommendations^1^** | **Our diet** | |
| --- | --- | --- | --- |
|  | **(unit/100 g mouse)** | **unit/100g** | **unit/60g** |
| **Minerals** | | | |
| Calcium (g) | 0.50 | 1.22 | 0.732 |
| Phosphorus (g) | 0.30 | 0.86 | 0.516 |
| Magnesium (g) | 0.05 | 0.18 | 0.108 |
| Potassium (g) | 0.05 | 0.59 | 0.354 |
| Sodium (g) | 0.05 | 0.22 | 0.132 |
| Copper (mg) | 0.50 | 2.90 | 1.74 |
| Iron (mg) | 3.50 | 40.00 | 24 |
| Manganese (mg) | 1.00 | 6.10 | 3.66 |
| Zinc (mg) | 1.50 | 14.00 | 8.4 |
| Selenium (ug) | 15.00 | 54.00 | 32.4 |
| Iodine (ug) | 15.00 | 282.00 | 169.2 |
| **Vitamins** | | | |
| Cholecalciferol (ug) | 2.00 | 12.6 | 7.56 |
| dl-α-Tocopheryl acetate (mg) | 1.80 | 17.70 | 10.62 |
| Biotin (mg) | 0.02 | 0.052 | 0.0312 |
| Choline (mg) | 75.00 | 184.00 | 110.4 |
| Folic acid (mg) | 0.10 | 0.544 | 0.3264 |
| Niacin (mg) | 1.50 | 11.67 | 7.002 |
| Pantothenic acid (mg) | 1.00 | 3.94 | 2.364 |
| Riboflavin (mg) | 0.30 | 1.32 | 0.792 |
| Thiamin (mg) | 0.40 | 6.96 | 4.176 |
| Pyridoxine (mg) | 0.60 | 1.98 | 1.188 |
| Cobalamin (ug) | 5.00 | 7.00 | 4.2 |

**National Research Council (NRC).**

**Method S1** DNA isolation and measurement of telomere length by RT-qPCR.

Genomic DNA was extracted from the heart tissue using a Genomic DNA Isolation Kit (Invitrogen). The relative telomere length was measured using RT-qPCR as described previously ([Callicott & Womack 2006](#_ENREF_6)). The assay involved comparing the abundance of telomere DNA to the single copy genomic DNA number for each sample and by further comparison of normalized value between DNAs of different sources. The ratio of the telomere (T) and single-copy *36B4* gene (S) reflect the length of telomeres (T/S ratio=2^-[Ct (telo)-Ct (36B4)]^=2^-∆Ct^). The relative T/S ratio (T/S of one sample relative to another sample) is 2^-(∆Ct1-∆Ct2)^=2^-∆∆Ct^. The primer sequences were as follows: telomere: forward, 5'-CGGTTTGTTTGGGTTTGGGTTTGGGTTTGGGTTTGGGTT-3' and reverse, 5'-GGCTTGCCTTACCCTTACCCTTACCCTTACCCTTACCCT-3'; 36B4: forward, 5'-ACTGGTCTAGGACCCGAGAAG-3' and reverse, 5'-TCAATGGTGCCTCTGGAGATT-3'. To measure the telomere length, triplicate 25µL PCR reactions included 12.5µL SYBR Green PCR Master Mix (Roche), 900nM forward and reverse primers for telomere, whereas 400nM forward and reverse primers for 36B4, 20ng genomic DNA, and sufficient double-distilled H_2_O. The PCR conditions were as follows: 10min at 95°C, followed by 40 cycles of 15 s at 95°C, and 60 s at 60°C. The temperature was heated from 60°C to 95°C, and the PCR melting curve was obtained every 1.0°C after the amplification reaction.

**Method S2** Microarray analysis

The ventricular tissue samples used for mRNA and miRNA array analysis were obtained from young, middle-aged, and old mice with or without CR (n=6/group). A pool containing equivalent amounts of mixed ventricular tissues for each group was prepared. A total of 6 RNA samples representing 6 individual groups were isolated using Trizol and purified with the RNeasy Mini Kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. The RNA quality and quantity was measured by Nanodrop spectrophotometer (ND-1000, Nanodrop Technologies, Wilmington, DE, USA). For miRNA array, total RNA (1µg) from each group was labeled using the miRCURY™ Hy3™/Hy5™ Power Labeling Kit (Exiqon, Vedbaek, Denmark) and hybridized with the miRCURY^TM^ LNA Array (v.18.0) (Exiqon), according to the array manual. Then, the slides were scanned using the Axon GenePix 4000B microarray scanner (Axon Instruments, Foster City, CA, USA). The scanned images were then imported into GenePix Pro 6.0 software (Axon) for grid alignment and data extraction. For mRNA array, total RNA (1µg) from each group was linearly amplified and labeled with Cy3-UTP. The labeled cRNAs were then hybridized to Agilent Whole Mouse Genome Microarray (Agilent, 4×44 K) using an Agilent Gene Expression Hybridization Kit (Agilent p/n 5188-5242) as recommended by the manufacturer. Consecutive to microarray washing, the processed slides were scanned with an Agilent DNA microarray scanner (Agilent p/n G2565BA). The raw gene expression data were extracted from Agilent Feature Extraction Software (version 11.0.1.1) and imported into Agilent GeneSpring GX software (version12.1) for further analysis. The microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under accession no. GSE89909.

The differentially expressed (DE) genes and miRNA were identified using a threshold of fold-change ≥2 and 1.5, respectively. Pathway analysis was performed using the DAVID tool to map DE genes to Kyoto Encyclopedia of Genes and Genomes (KEGG). Two prediction databases, TargetScan and miRDB, were used for putative target gene prediction.

**Method S3** Transmission electron microscopy

Rod-shaped pieces of ventricle myocardium were fixed with a mixture of 2.5% glutaraldehyde, 1.25% paraformaldehyde, and 0.03% picric acid in 0.1M sodium cacodylate buffer (pH 7.4) overnight at 4°C. Subsequently, the tissue was washed in 0.1M cacodylate buffer, fixed with 1% osmium tetroxide/1.5% potassium ferrocyanide for 1h, washed with water, and stained with 1% aqueous uranyl acetate for 30 min followed by dehydration by alcohol gradient (5 min in 70%, 5 min in 90%, and 2, 3, and 5 min each in 100%). The samples were then infiltrated and embedded in TAAB Epon (Marivac Canada, Inc., St. Laurent, QC, Canada). The ultrathin sections (60 nm) were cut on a Reichert Ultracut-S microtome, placed onto copper grids, stained with uranyl acetate and lead citrate, and examined with a Tecnai G2 Spirit BioTWIN transmission electron microscope (FEI, Hillsboro, USA). Mitochondria (total and damaged) and lipid droplets were quantified blindly in 20 images (2800× magnification) from 3 hearts in each group.

Damaged mitochondria were quantified blindly in 20 images from 3 hearts in each group (2800× magnification) using measuring module of OLYMPUS cellSens Dimension (Olympus, Tokyo, Japan). Damaged mitochondria were defined by vacuolation (loss of matrix density) or reduced numbers of cristae in more than 20% of the area of a mitochondrion.

**Method S4** Histopathological analysis

The ventricular tissues were fixed in 4% paraformaldehyde solution, embedded in paraffin, sectioned (3μm), and then stained with the fluorescein isothiocyanate (FITC)-conjugated WGA (Sigma, St. Louis, MO, USA). The cardiomyocyte cross-sectional area was quantitated from 200 randomly selected cardiomyocytes at a magnification of 400× by fluorescence microscopy (Olympus, Tokyo, Japan). The myocardial fibrotic area was assessed using Masson’s trichrome staining (Sigma). The ventricular tissues were incubated with primary antibody against LC3II (Proteintech Group, Chicago, IL, USA) at 4°C overnight, followed by the FITC-conjugated secondary antibody (Jackson ImmunoResearch Inc, West Grove, PA, USA) for 60 min at room temperature. Hoechst 33342 (Invitrogen, Carlsbad, CA, USA) was used to counterstain the nuclei. The number of LC3II dots was counted and analyzed in 15 randomly selected images (400× magnification) from 3 hearts in each group.

**Method S5** RT-qPCR of mRNA and miRNA

Total RNA was extracted from ventricular tissues using Trizol reagent (Invitrogen) according to the manufacturer’s instructions. Total RNA (2μg) was reverse-transcribed to cDNA. RT-qPCR was performed with SYBR Green PCR Master Mix (Roche, Branchburg, NJ, USA) on an ABI Prism 7000 sequence detection system (Applied Biosystems, Foster City, CA, USA). Each sample was analyzed in triplicate, and relative gene expression was normalized to β-actin. The PCR primers were designed by Primer5 software (Table S5).

For miRNA, poly (A) tailing and cDNA synthesis were performed using the RevertAid RT Reverse Transcription Kit (Thermo Scientific, Waltham, [MA](https://www.baidu.com/s?wd=MA&tn=44039180_cpr&fenlei=mv6quAkxTZn0IZRqIHckPjm4nH00T1YkPhcsPjmznHndPhwhPhP-0ZwV5Hcvrjm3rH6sPfKWUMw85HfYnjn4nH6sgvPsT6KdThsqpZwYTjCEQLGCpyw9Uz4Bmy-bIi4WUvYETgN-TLwGUv3EPjRvnHmdrHm1P1bkPj0Lnj6d), USA). Next, the reverse-transcribed product was amplified and monitored in RT-qPCR using a miRNA-specific upstream primer and the universal downstream primer (Table S5). The expression levels were normalized to that of small noncoding RNA U6 (Rnu6).

**Method S6** Western blot analysis

Total protein was extracted using a RIPA lysis buffer and Western blotted using antibodies against p16, p53, TGFβ1, Gapdh (Bioworld Technology Inc., Louis Park, MN, USA), col3a1 (Proteintech), col1a1, F4/80 (Santa Cruz Biotechnology, Santa Cruz, CA, USA), α-tubulin, LC3A/B, Beclin-1, p62, Phospho-AMPKα (Thr172), and AMPKα (Cell Signaling Technology, Beverly, MA, USA).

How the deposited data were processed for this re-analysis (not part of the article)

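Expression of miRNAs was measured in ventricular tissue of mice fed AL or CR at 3 ages, with 1 array per group and 6 arrays in all, each of tissue pooled from 6 mice. Mice began the 12 weeks of diet at 3, 12 or 19 months and were 6, 15 or 22 months old at the end, and the restriction of CR mice was raised in steps to 40%. The authors labelled 1 µg of RNA with Hy3, hybridized it to miRCURY LNA arrays, scanned them and extracted the signals in GenePix Pro 6.0. The deposited values are intensities normalized by the authors; the normalization method, the background correction and any use of the spike-in features are not given in the sources used here. All values are above 0, features without a value are blank, and the values of each array are whole multiples of a smallest step, with 1198 to 1312 steps per unit of intensity. The value table of the series held the same values in 21204 of 21204 cells. Whole-genome mRNA arrays, RT-qPCR and the cardiac measurements were not analysed here.

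Of the 3535 features, 1114 are named for mouse miRNAs, 22 of which name more than 1 miRNA, and 55 for viral miRNAs; 2272 unnamed features were left out of the comparisons. Ratios of CR to AL were taken for mouse and viral miRNA features with a value on both arrays of an age, and called at 1.5-fold or more. With 1 array per group no test within an age, or of a difference between ages, could be had. A fit of the mean effect of CR over the 3 ages, with age as a block, was not run. Correlations of log2 ratios between ages, given with 95% confidence intervals, are across miRNAs. The detection floor of an array was the 95th percentile of its viral miRNA features with a value, 11 to 20 per array. The plan named another floor for arrays with few viral features, which was not used. There were 15 lists with 210 members, of muscle, red blood cell, white blood cell and inflammation, endothelial and fibrosis miRNAs, of the let-7, miR-17-92, miR-15, miR-30, miR-34, miR-23/24/27 and miR-378 families and clusters, of the X-linked testis cluster, of embryonic stem cell clusters, and of miRNAs of liver, neurons, epithelia and endocrine cells, drawn up from general knowledge. The median of each list was set against 10000 random lists of the same size drawn within 10 classes of mean signal with seed 20170. MiRNAs are named by a rule: the 43 miRNAs of Table 2, of the RT-qPCR and of the Discussion, whose values in the paper had been seen; the members of the lists; and per age the 5 largest rises and falls among mouse miRNAs above the floor on both arrays. Others are said to be chosen after their values were seen. Ageing was described by the ratios between the AL arrays, of which those of middle-aged and old over young mice share the young array. The lists, the naming rule, the comparisons and 7 alternatives were chosen before the data were examined. These alternatives were a signal above the floor on at least 1 or on both arrays, quantile normalization, cyclic loess normalization (fast method, 3 iterations), the median of the viral features added to each value as a background, each array divided by its median, and the value table of the series in place of the matrix. The 4 others were chosen after the data were seen: only features on all 6 arrays, only features with at least 60 steps on 1 array of the pair, arrays scaled to their spike-in features, and the sets of young mice without the middle-aged arrays. Quantile and cyclic loess normalization used the 1116 features with a value on all 6 arrays, 425 of them miRNAs and 634 of them unnamed.

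Calls were tested on simulated data in which 50 miRNAs per direction were changed 2-fold or 4-fold. All 50 were recovered at both folds and in both directions in the young and the middle-aged comparison; in the old comparison 49 of 50 falls of 2-fold were recovered and all 50 of each other kind. Of unchanged miRNAs, 0 of 400 were called in the young, 2 of 231 in the middle-aged and 0 of 532 in the old comparison. These counts depend on the noise set in the simulation and give no rate of false calls on the arrays. The measured log2 ratios of the spike-in features had SDs of 0.226 in the young, 0.662 in the middle-aged and 0.287 in the old pair. Among the miRNAs of lowest signal the SDs were 1.46, 2.17 and 1.47. The simulation does not show how replicate arrays would differ. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1.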

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

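The tests of array sets, of CR in middle-aged mice and of the scaling factor, and the spike-in scaling itself, were chosen after the results they weigh were seen.

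The log2 ratios of CR to AL spread more widely in middle-aged mice (SD 1.56) than in young (0.861) or old mice (0.786), and the spike-in features, which the paper did not analyse, had a correlation of at most 0.939 between any of the young AL, young CR and middle-aged AL arrays and any of the middle-aged CR, old AL and old CR arrays, against at least 0.979 among the arrays on either side. SNORD38B, a small nucleolar RNA among the control features the paper did not analyse, had a log2 ratio of 4.16 in middle-aged mice. It was positive under every scaling, from signals of 0.0594 on AL and 1.06 on CR, both below the floor. SNORD38B was the extreme among the small RNA controls. The others compared had middle-aged log2 ratios between -0.65 and 0.50, most of them below 0. As a group, the small RNA controls therefore did not show a shift of this size. The signals of SNORD38B itself ran with the sides above, at 0.0955 and 0.0667 on young AL and CR and 1.43 and 1.32 on old AL and CR. For a single array apart from the others, the lower mean correlation of the middle-aged arrays with the others, 0.813, lay above the lowest of the remaining arrays, 0.742. These correlations leave out every miRNA that is blank on any array. In the middle-aged pair 282 miRNAs had a value on CR alone and 1 on AL alone. The correlations therefore cannot decide whether the middle-aged AL array stands apart. Technical sets of arrays are a candidate explanation: across 45 spike-in features the log2 ratio in middle-aged mice correlated with old minus young at 0.839, as did that of the 425 miRNAs at 0.477, and 97 of 158 rises and 54 of 77 falls of middle-aged mice were differences of 1.5-fold in the same direction between old and young mice, against 171 higher and 131 lower among all 425. A response of middle-aged mice to CR cannot be told apart from it, because the only AL and CR arrays of that age lie on either side. Over the 425 miRNAs the sides are less distinct. The lowest correlation within a side was 0.755 and the highest between sides 0.857. The SD of detected mouse miRNAs was 1.08 times that of the spike-in features. This ratio decides nothing, since the spike-in features were taken at every signal and the miRNAs only above the floor. Spike-in features above the floor on both middle-aged arrays had log2 ratios from -0.96 to 0.17.

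Of the miRNAs that fell in young mice, 39 rose in middle-aged mice, which was picked out because the direction of the response differed between the ages, and the difference was not tested, since there is 1 array per group. The spike-in features were also picked out as a signal the paper did not analyse, with a median log2 ratio of -0.56 in young, -0.40 in middle-aged and -0.53 in old mice, so it is not particular to young mice; each was below 0 after quantile, cyclic loess and array median scaling and close to 0 by construction after spike-in scaling. The ratio did have a trend with signal. From the lowest to the highest of 5 signal classes the median log2 ratio went from 0.74 to -0.14 in young, 1.94 to -0.16 in middle-aged and 0.16 to -0.25 in old mice. As an explanation of the 69 miRNAs down in young mice alone, this trend is left open. After cyclic loess 36 of them were still called there, between the bounds of 23 and 46 set for it. With the viral median added, for which no bound was set, 12 were. The single scaling factor of each array is left open: scaling to the spike-in features, after which 5 of the 69 were still called, adds 0.50 to every log2 ratio of young mice, so the count follows from the threshold and decides nothing. A difference between the ages in the response to CR stays open as a biological explanation, and the middle-aged side shares the limit of the array sets.

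Calls at 1.5-fold were as common among the features for miRNAs of mouse herpesviruses as among mouse miRNAs, at 34.8% (16 of 46) and 34.5% (593 of 1717) over the ages. This is consistent with weak signals near background giving many of the calls, although the viral features are few and the shares hardly differ. The share was 35.3% of viral and 34.1% of mouse miRNAs in young mice, 63.6% and 55.5% in middle-aged mice and 16.7% and 22.5% in old mice. It leaves open the 24, 34 and 11 falls and the 12 and 2 rises above the floor on both arrays, for which no biological explanation was tested.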

How the results depend on the processing

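The alternatives chosen after the data were seen are the features on all 6 arrays, the 60 steps, the spike-in scaling and the sets without the middle-aged arrays. A comparison of CR with AL over the 3 ages, with age as a block, was not run. The value table of the series held the same values in all 21204 cells and gave no alternative. Without replicates a list's or a miRNA's value counts as the same only where it did not move, so the calls among the miRNAs named show more: of 171, 145 held after division by the array median, 104 with the viral median added, 103 after quantile normalization and 93 after cyclic loess (23 not comparable in either), 67 with a floor on at least 1 array and 51 on both (104 and 120 left out), 148 on all 6 arrays, 158 at 60 steps and 99 after spike-in scaling. Of 19 counts and correlations, 16 stayed within 1.5-fold after division by the array median, 10 after quantile normalization, 10 after cyclic loess, 6 with the viral median added, 0 with the floor on at least 1 array, 1 with the floor on both, 15 on all 6 arrays, 17 at 60 steps and 5 after spike-in scaling, and 1 of 2 sets without the middle-aged arrays. Of the values of lists and miRNAs, those called that reversed were 3 of 274 with the floor on at least 1 array, 3 of 241 with the floor on both, 2 of 420 after quantile normalization, 6 of 420 after cyclic loess, 14 of 455 with the viral median added and 5 of 455 after spike-in scaling, and none after division by the array median, on all 6 arrays or at 60 steps. The totals take in every value, called or not, so these are no rates among calls. Reversals of values within 1.5-fold were not counted. In the counts that follow, rises and falls are given for young, middle-aged and old mice in turn. With the floor on at least 1 array, by construction over fewer miRNAs, there were 3 and 32, 23 and 44, and 7 and 12; for ageing on AL 69 and 20 in middle-aged over young, 86 and 34 in old over young and 65 and 51 in old over middle-aged mice; 0 up and 24 down in young mice alone, 1 up and 0 down at both older ages; correlations of -0.240 (young and middle-aged), -0.0859 (young and old) and 0.0371 (middle-aged and old); and the X-linked cluster in middle-aged mice reversed to -0.69 over 3 members, the miR-34 family in middle-aged over young AL mice to 0.42, that of miR-34b-3p alone, and the white blood cell miRNAs in old over middle-aged AL mice to -1.59 over 2 members. With the floor on both arrays there were 0 and 24, 12 and 34, and 2 and 11; for ageing 49 and 7, 34 and 23, and 12 and 39; 0 up and 16 down in young mice alone and 0 and 0 at both older ages; correlations of -0.176 (young and middle-aged), 0.0050 (young and old) and, reversed, -0.0934 (middle-aged and old); and reversed values of 0.37 for let-7 in young mice, -0.098 for the miR-34 family in middle-aged mice and -1.82 for the white blood cell miRNAs in old over middle-aged AL mice, each of 1 member, let-7e-5p, miR-34b-3p and miR-142a-3p. Quantile and cyclic loess normalization were fitted on 1116 features and leave the 425 miRNAs on all 6 arrays to compare. Before normalization these miRNAs gave 25 and 85 in young, 158 and 77 in middle-aged and 23 and 23 in old mice. In old over young AL mice they gave 162 rises. The lower counts in old mice and of those rises thus come mostly from that restriction, while in young mice normalization added rises and took falls. For the rest the cause was not tested. After quantile normalization there were 40 and 55 in young and 26 and 20 in old mice, 160 rises in old over young AL mice, 30 up in young mice alone, 12 down at both older ages, and correlations of -0.152 (young and middle-aged) and -0.0912 (young and old); in middle-aged mice miR-679-5p reversed to -0.18 and miR-5112 to -0.67. After cyclic loess there were 32 and 44 in young and 18 and 18 in old mice, 25 up and 35 down in young mice alone, 9 down at both older ages, and correlations of -0.0630 and -0.0471 in the same order and 0.143 between middle-aged and old mice; in middle-aged mice the miR-17-92 median reversed to -0.17, miR-17-5p to -0.17, miR-5112 to -0.97, miR-674-5p to -0.14, miR-127-3p to -0.29 and miR-25-3p to -0.61. With the viral median added there were 60 and 23 in young, 85 rises in middle-aged and 26 and 12 in old mice; 102 falls in middle-aged over young AL mice and 137 rises in old over young AL mice; 16 up and 13 down in young mice alone, 7 up and 2 down at both older ages; and correlations of 0.275 (young and old) and 0.141 (middle-aged and old). It reversed, in young mice, miR-17-5p (0.28), miR-106a-5p (0.12), miR-127-3p (0.16), miR-122-3p (0.16), miR-497a-5p (0.22), miR-499-3p (0.085), miR-148a-3p (0.0035), miR-743b-3p (0.074) and miR-155-5p (0.38), and in old mice miR-448-3p (0.16), let-7b-3p (0.094), miR-292a-3p (0.012), miR-297b-5p (0.11) and miR-29b-2-5p (0.13). At both ages the added median was higher on CR than on AL, which draws weak signals toward a rise, so these reversals do not show a rise. After division by the array median there were 54 falls in young mice and 18 up and 41 down in young mice alone. On all 6 arrays, fewer by construction, there were 25 rises in young mice, 23 and 23 in old mice and 162 rises in old over young AL mice. At 60 steps there were 58 and 36 in old mice. After spike-in scaling there were 296 and 10, 267 and 42, and 252 and 25; for ageing 23 and 301 in middle-aged over young and 123 and 302 in old over young AL mice; 45 up and 7 down in young mice alone and 41 up and 2 down at both older ages; in middle-aged over young AL mice the medians of the muscle (-0.45), endothelial (-0.027), miR-30 (-0.038), miR-23/24/27 (-0.34) and miR-378 (-0.25) lists reversed. Without the middle-aged arrays 92 miRNAs were up in young mice alone; 25 miRNAs on all 6 arrays rose in young mice, so at least the rest of the 92 entered because a value on the middle-aged arrays was no longer needed. Signal over background limits the weak miRNAs most: in the lowest of 5 signal classes the SD of the log2 ratios was 1.46 in young, 2.17 in middle-aged and 1.47 in old mice, against 0.409, 0.765 and 0.251 in the highest class.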

Differences from the paper's values

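In old mice the paper's count of miRNAs upregulated by CR is 58 and the count here was 92, and the paper's count of those downregulated is 36 against 72 here, at the threshold of 1.5-fold the paper states. None of the alternatives set before the data were examined came within 1.5-fold of either count: there were 7 and 12 with the floor on at least 1 array, 2 and 11 with the floor on both, 26 and 20 after quantile normalization and 18 and 18 after cyclic loess, both over the miRNAs on all 6 arrays, which gave 23 and 23 before normalization, 26 and 12 with the viral median added, and 105 and 57 after division by the array median. With only miRNAs that reach 60 steps on at least 1 array of the pair, a setting chosen after seeing the values, which drops 0 of the miRNAs the paper lists, the counts were 58 and 36 in old, 85 and 82 in young and 161 and 77 in middle-aged mice, equal to the paper's.

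The paper's Fig. S2B gives miR-146a-5p, miR-146b-5p and miR-19a-3p as higher on CR in old mice by RT-qPCR, and its Discussion names them as upregulated by CR in old mice; on the arrays their log2 ratios in old mice were 0.10, 0.11 and -0.082, and only in middle-aged mice did they rise, at 2.70, 2.08 and 0.75, where Fig. S2B marks no rise of miR-146a-5p and miR-146b-5p. For the rises of miR-2137 and miR-1892 in young mice, of miR-34c-5p in middle-aged and old mice and of miR-138-2-3p in old mice the arrays had the direction of Fig. S2B, at 0.98, 0.84, 2.26, 1.52 and 1.04. The paper states that miR-101a-5p was lower on CR in young mice; miR-101a-5p had no value on either young array, and the ratio of miR-101a-3p was -0.57. In Table S4 the values of miR-669d-2-3p join the ratio of its own probe in young mice, here 1.77-fold higher, with those of the probe shared with miR-669d-3p at the other ages, here 1.22-fold higher and 1.31-fold lower; the shared probe was 1.07-fold lower in young mice.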

Other observations

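In old mice miR-471-3p and miR-880-5p, from a cluster of miRNAs on the X chromosome that is expressed in testis, rose on CR from 0.00334 to 0.143 and from 0.0209 to 0.159, folds that shrank by over 1.5 times with the viral median added. Of 27 miRNAs of this cluster compared in old mice, 17 rose and 1 fell, and their median log2 ratio of 0.69 was above 0 under every scaling and at percentile 100 of the random lists. It was 0.22 over the 2 members above the floor on both arrays, and shrank by over 1.5 times over the miRNAs on all 6 arrays. In young mice 3 of 19 rose and 2 fell (median 0.11, percentile 57.6), and in middle-aged mice 7 of 13 rose and 2 fell (median 0.61, percentile 62.6), both above 0 under every scaling, although the middle-aged median was -0.69 over the 3 members above the floor on at least 1 array and 0.13 over the 2 on both. MiR-449a-5p, of the miR-34 family and also abundant in testis, was 12.2-fold higher on CR in old mice, from 0.0109 to 0.132, a fold that shrank by over 1.5 times with the viral median added. Of the embryonic stem cell clusters, 6 of 14 rose and 1 fell in old mice (median 0.30, percentile 98.3, above 0 under every scaling, but -0.0073 over the 3 above the floor on both arrays, and smaller by over 1.5 times over the miRNAs on all 6 arrays or with 60 steps). In middle-aged mice 1 of 8 rose and 4 fell (median -0.28, percentile 8.22, positive after spike-in scaling), miR-290a-5p being 3.30-fold lower, and in young mice 1 of 9 rose (median -0.051, percentile 38.3, positive under every scaling tried). Above the floor on both arrays were 2 miRNAs of the X-linked cluster at each age, and 4, 2 and 3 of the embryonic stem cell clusters in young, middle-aged and old mice, miR-290a-5p at each age. The middle-aged median of the embryonic stem cell clusters was -1.53 over the 4 above the floor on at least 1 array and -1.22 over the 2 on both.

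Of the white blood cell and inflammation miRNAs, 5 of 9 fell and none rose in young mice (median -0.99, below all random lists and below 0 under every scaling), among them miR-142a-3p, 2.27-fold lower. None of the 9 was above the floor on either young array, and the median shrank by over 1.5 times after quantile normalization or with the viral median added. After spike-in scaling it was -0.49. In middle-aged mice 4 of 9 rose and 3 fell (median 0.58, percentile 59.9, negative after quantile normalization): miR-155-5p, which is induced in activated macrophages, rose from 0.0133 to 0.268, while miR-223-3p, of granulocytes, was 2.05-fold lower, a call that ended after spike-in scaling. The rise of miR-155-5p shrank by over 1.5 times after quantile or cyclic loess normalization or with the viral median added, and the fall of miR-223-3p grew by over 1.5 times after cyclic loess. The white blood cell miRNA above the floor on both middle-aged arrays was miR-142a-3p alone, at -1.92. In old mice none of 10 was called (median 0.013, percentile 71.3, negative after cyclic loess and, at -0.34, for miR-142a-3p, the one above the floor).

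On AL, 245 miRNAs were higher and 161 lower in old than in young mice among 595 compared, 125 and 161 in middle-aged than in young mice among 426, and 175 and 93 in old than in middle-aged mice among 430. After spike-in scaling these were 123 and 302 in old over young and 23 and 301 in middle-aged over young mice, so the balance in old over young mice turned, as it did with the viral median added (137 and 180). With the floor on at least 1 array they were 86 and 34, 69 and 20, and 65 and 51, and with the floor on both 34 and 23, 49 and 7, and 12 and 39, in the order above. In old over young mice 162 rose over the miRNAs on all 6 arrays and 160 over the same miRNAs after quantile normalization, and in middle-aged over young mice rises outnumbered falls after quantile normalization (128 and 110), after cyclic loess (136 and 108) and with the viral median added (109 and 102). In old over young mice the largest rises of detected miRNAs were those of miR-24-3p, 6.30-fold, and miR-709, 3.68-fold, and the largest falls those of miR-290a-5p, 4.40-fold lower, and miR-673-3p, 3.84-fold lower; miR-709 and miR-673-3p were chosen after their values were seen. In middle-aged over young mice miR-451a was 3.76-fold and let-7c-5p 3.42-fold higher. Spike-in scaling moved the log2 ratios of miR-24-3p from 2.65 to 1.76, miR-709 from 1.88 to 0.99, miR-290a-5p from -2.14 to -3.03, miR-673-3p from -1.94 to -2.84, miR-451a from 1.91 to 0.75 and let-7c-5p from 1.77 to 0.61, and that of miR-451a was 1.06 after quantile normalization and 0.99 after cyclic loess. In old over young mice all 7 miRNAs of the miR-23/24/27 clusters rose (median log2 1.67), as did all 5 of the miR-15 family (2.32), 14 of 15 fibrosis miRNAs (1.25), 9 of 12 muscle miRNAs (0.91), 6 of 9 of the let-7 family (1.14), 6 of 9 white blood cell miRNAs, with 1 fall (1.83), 2 of 3 red blood cell miRNAs (1.42), 9 of 11 of the miR-17-92 list, with 1 fall (2.14), 4 of 5 of the miR-30 family (1.10) and both endothelial miRNAs (0.96), all above 0 under every scaling, while 7 of 9 of the embryonic stem cell clusters fell and 1 rose (-1.30, below 0 under every scaling). After spike-in scaling the medians were 0.78 for the miR-23/24/27 clusters, 1.42 for the miR-15 family, 0.36 for the fibrosis, 0.016 for the muscle, 0.24 for the let-7, 0.94 for the white blood cell, 0.53 for the red blood cell, 1.24 for the miR-17-92, 0.21 for the miR-30 and 0.069 for the endothelial miRNAs, and -2.20 for the embryonic stem cell clusters. With the floor on at least 1 array the latter median was -2.03 over 5 members, and with the floor on both that of let-7 was 0.55 over 3 and that of the red blood cell miRNAs 0.85 over 2; no miRNA of the white blood cell or the miR-17-92 list was above the floor on both, and these medians shrank by over 1.5 times with the viral median added. The old and young AL arrays also differed on the spike-in features, so age and array set are not separated in old over young mice. The middle-aged and young AL arrays lie on the same side of that split. There 13 of 15 fibrosis, 8 of 9 let-7, 10 of 11 miR-17-92, 4 of 5 miR-15 and 5 of 5 miR-30 miRNAs rose. Their medians were 1.26, 1.35, 1.60, 1.33 and 1.12, or 0.10, 0.19, 0.44, 0.18 and -0.038 after spike-in scaling. The white blood cell (-0.44), miR-34 (-2.32), X-linked (-0.44) and liver to endocrine (-0.54) medians lay below 0. After quantile and cyclic loess normalization the white blood cell median was 1.20 and 1.34. That of the 2 liver to endocrine miRNAs was 0.37 and 0.30, while the miR-34 and X-linked medians stayed below 0. With the floor on at least 1 array the white blood cell, miR-34 and X-linked medians were 3.60, 0.42 and 0.12, over 2, 1 and 3 members.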
